# Crosstalk between AML and stromal cells triggers acetate secretion through the metabolic rewiring of stromal cells

**DOI:** 10.7554/eLife.75908

**Published:** 2022-09-02

**Authors:** Nuria Vilaplana-Lopera, Vincent Cuminetti, Ruba Almaghrabi, Grigorios Papatzikas, Ashok Kumar Rout, Mark Jeeves, Elena González, Yara Alyahyawi, Alan Cunningham, Ayşegül Erdem, Frank Schnütgen, Manoj Raghavan, Sandeep Potluri, Jean-Baptiste Cazier, Jan Jacob Schuringa, Michelle AC Reed, Lorena Arranz, Ulrich L Günther, Paloma Garcia

**Keywords:** acute myeloid leukaemia, nuclear magnetic resonance, metabolism, microenvironment, human, mouse, Human

## Abstract

Acute myeloid leukaemia (AML) cells interact and modulate components of their surrounding microenvironment into their own benefit. Stromal cells have been shown to support AML survival and progression through various mechanisms. Nonetheless, whether AML cells could establish beneficial metabolic interactions with stromal cells is underexplored. By using a combination of human AML cell lines and AML patient samples together with mouse stromal cells and a MLL-AF9 mouse model, here we identify a novel metabolic crosstalk between AML and stromal cells where AML cells prompt stromal cells to secrete acetate for their own consumption to feed the tricarboxylic acid cycle (TCA) and lipid biosynthesis. By performing transcriptome analysis and tracer-based metabolic NMR analysis, we observe that stromal cells present a higher rate of glycolysis when co-cultured with AML cells. We also find that acetate in stromal cells is derived from pyruvate via chemical conversion under the influence of reactive oxygen species (ROS) following ROS transfer from AML to stromal cells via gap junctions. Overall, we present a unique metabolic communication between AML and stromal cells and propose two different molecular targets, ACSS2 and gap junctions, that could potentially be exploited for adjuvant therapy.

## Introduction

Acute myeloid leukaemia (AML) is a heterogeneous multiclonal disease characterised by a rapid proliferation of aberrant immature myeloid cells that accumulate in the bone marrow, and eventually in the blood and other organs, severely impairing normal haematopoiesis. AML cells show a highly adaptive metabolism that allows them to efficiently use a variety of nutrients to obtain energy and generate biomass (reviewed in Kreitz et al., 2019). This high metabolic plasticity confers AML cells a strong advantage against normal haematopoietic cells and has been related to AML aggressiveness. Although the metabolism in AML cells has been broadly investigated (Kreitz et al., 2019), fewer studies have focused on identifying metabolic alterations related to the interaction between AML and niche cells. For instance, AML cells are known to interact and modulate niche components for their own support by secreting soluble factors (Schelker et al., 2018; Passaro et al., 2017; Zeng et al., 2006; Carey et al., 2017; Zhang et al., 2020), via exosomes (Wang et al., 2019; Kumar et al., 2018; Hornick et al., 2016) or by establishing direct interactions, mediated by gap junctions (Kouzi et al., 2020) or tunnelling nanotubes (Omsland et al., 2017). These interactions with components of the niche provide AML cells with survival cues and chemoresistance, ultimately contributing to increased relapse in AML patients (Schelker et al., 2018; Zeng et al., 2006; Wang et al., 2019; Kouzi et al., 2020; Ye et al., 2016; Moschoi et al., 2016; Forte et al., 2020). Furthermore, it has been reported that adipocytes in the niche secrete fatty acids, which are metabolised by AML cells through β-oxidation to obtain energy, protecting AML cells from apoptosis and ROS (Shafat et al., 2017; Tabe et al., 2017).

As a consequence of their highly proliferative demand, AML cells (Baccelli et al., 2019; Pollyea et al., 2018; Molina et al., 2018; Lagadinou et al., 2013) and, particularly, chemotherapy-resistant AML cells (Farge et al., 2017) present abnormally high levels of reactive oxygen species (ROS) (Li et al., 2011; Hole et al., 2013). How AML cells cope with high ROS levels has been intriguing and recent reports are shedding some light on whether the microenvironment plays a role in the redox metabolism of AML cells. For instance, it was reported that Nestin^+^ bone marrow mesenchymal stem cells (BMSCs) support AML progression by increasing the bioenergetic capacity of AML cells and providing them with glutathione (GSH)-mediated antioxidant defence to balance the excess ROS (Forte et al., 2020). Similarly, a recent study showed that co-culturing BMSCs with AML cells leads to a decrease in AML ROS levels due to an activation of the antioxidant enzyme GPx-3 in AML cells (Vignon et al., 2020).

Our work provides new insight into the metabolic and redox crosstalk between AML and stromal cells, revealing a new metabolic interaction between AML and stromal cells. By combining transcriptomic and nuclear magnetic resonance (NMR) data, our results demonstrate that stromal cell metabolism is rewired in co-culture resulting in higher glycolysis and pyruvate decarboxylation, leading to acetate secretion. Our results also show that AML cells are able to transfer ROS to stromal cells by direct interaction through gap junctions and that these ROS can be used by stromal cells to generate and secrete acetate, which is utilised by AML cells to feed the TCA cycle and to generate lipids. Targeting ROS transfer via modulation of gap junctions to suppress acetate provision by stromal cells or targeting acetate usage could serve as an adjuvant therapy to eradicate AML.

## Results

### Co-culturing AML and stromal cells in direct contact triggers acetate secretion by stromal cells

We first sought to determine whether interactions between AML and stromal cells in co-culture would result in differences in the consumption or production of extracellular metabolites. For this purpose, three human AML cell lines (SKM-1, Kasumi-1 and HL-60) representing different AML subtypes (M5, M2 t(8;21), and M2, respectively) were cultured separately and in co-culture with MS-5, a stromal mouse cell line capable of maintaining haematopoiesis (Itoh et al., 1989). The metabolic composition of the extracellular medium in each condition was analysed by ^1^H-NMR and compared at different time points. The most striking difference found in co-culture compared to cells cultured separately was an increased secretion of acetate, which was common for the three cell lines used (Figure 1A and B). Moreover, only stromal cells secreted acetate to a lower extent when cultured alone whereas AML cells did not secrete any acetate when cultured alone. Altogether, these findings suggest that acetate secretion is a result of a direct interaction between AML and stromal cells. In addition, the observation that only stromal cells secrete acetate under these conditions suggests that stromal cells could be responsible for the increased acetate secretion found in co-culture.

**Figure 1.**
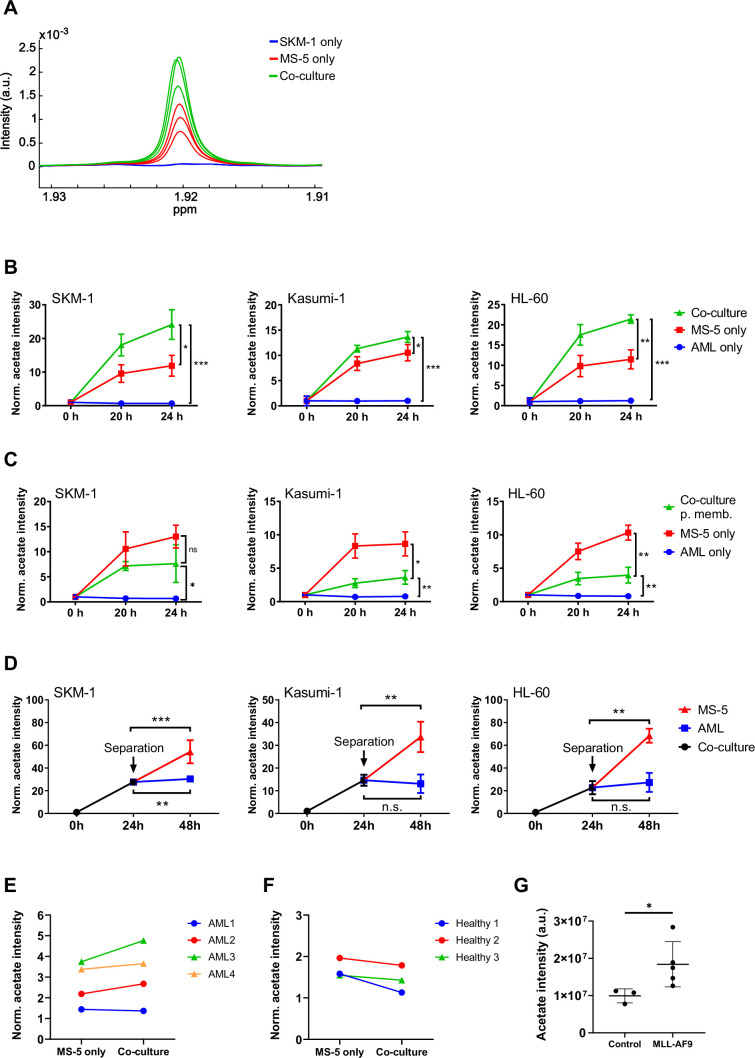
Acetate secretion by stromal cells increases in AML-stroma co-cultures of several AML cell lines and primary AML cells in direct contact. (**A**) Section of ^1^H-NMR spectra, corresponding to the methyl group of acetate, from extracellular medium samples of SKM-1 cells cultured alone (blue), MS-5 cells cultured alone (red) and SKM-1 and MS-5 cells in co-culture (green) after 24 hours. (**B**) Extracellular acetate levels in AML cell lines (SKM-1, Kasumi-1 and HL-60) cultured alone (blue), MS-5 cells cultured alone (red) and AML and MS-5 cells in co-culture in direct contact (green) at 0, 20 and 24 hours of incubation. Each point represents the mean of n=3 independent experiments and error bars represent standard deviations. (**C**) Extracellular acetate levels in AML cell lines cultured alone (blue), MS-5 cells cultured alone (red) and AML and MS-5 cells in co-culture separated by a 0.4 µm permeable membrane (green) at 0, 20, and 24 hr of incubation. Each point represents the mean of n=3 independent experiments and error bars represent standard deviations. (**D**) Extracellular acetate levels in AML cell lines and MS-5 cells in co-culture (black) for 24 hr and after being separated and cultured alone in the same medium until 48 hr (blue for AML and red for MS-5). Each point represents the mean of n=3 independent experiments and error bars represent standard deviations. (**E**) Extracellular acetate levels in MS-5 cells cultured alone and primary patient-derived AML cells co-cultured with MS-5 cells at 48 hr. Each set of points represents an independent experiment (n=4). (**F**) Extracellular acetate levels in MS-5 cells cultured alone and healthy donor-derived peripheral blood mononuclear CD34^+^ (PBMC) cells co-cultured with MS-5 cells at 48 hr. Each set of points represents an independent experiment (n=3). For **E** and **F**, symbols (circles or triangles) indicate same cell culture medium composition was used. (**G**), Acetate levels in bone marrow extracellular fluid of C57BL6/J mice 6 months after transplantation with bone marrow nucleated cells isolated from control or MLL-AF9 transgenic mice. For B, C, and D unpaired Student’s t-tests were applied for each condition (black brackets) for **G** a Mann-Whitney test was applied (black brackets). p-values are represented by n.s. for not significant * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 1—source data 1.Values and stats for panels included in Figure 1.

**Figure 1—figure supplement 1.**
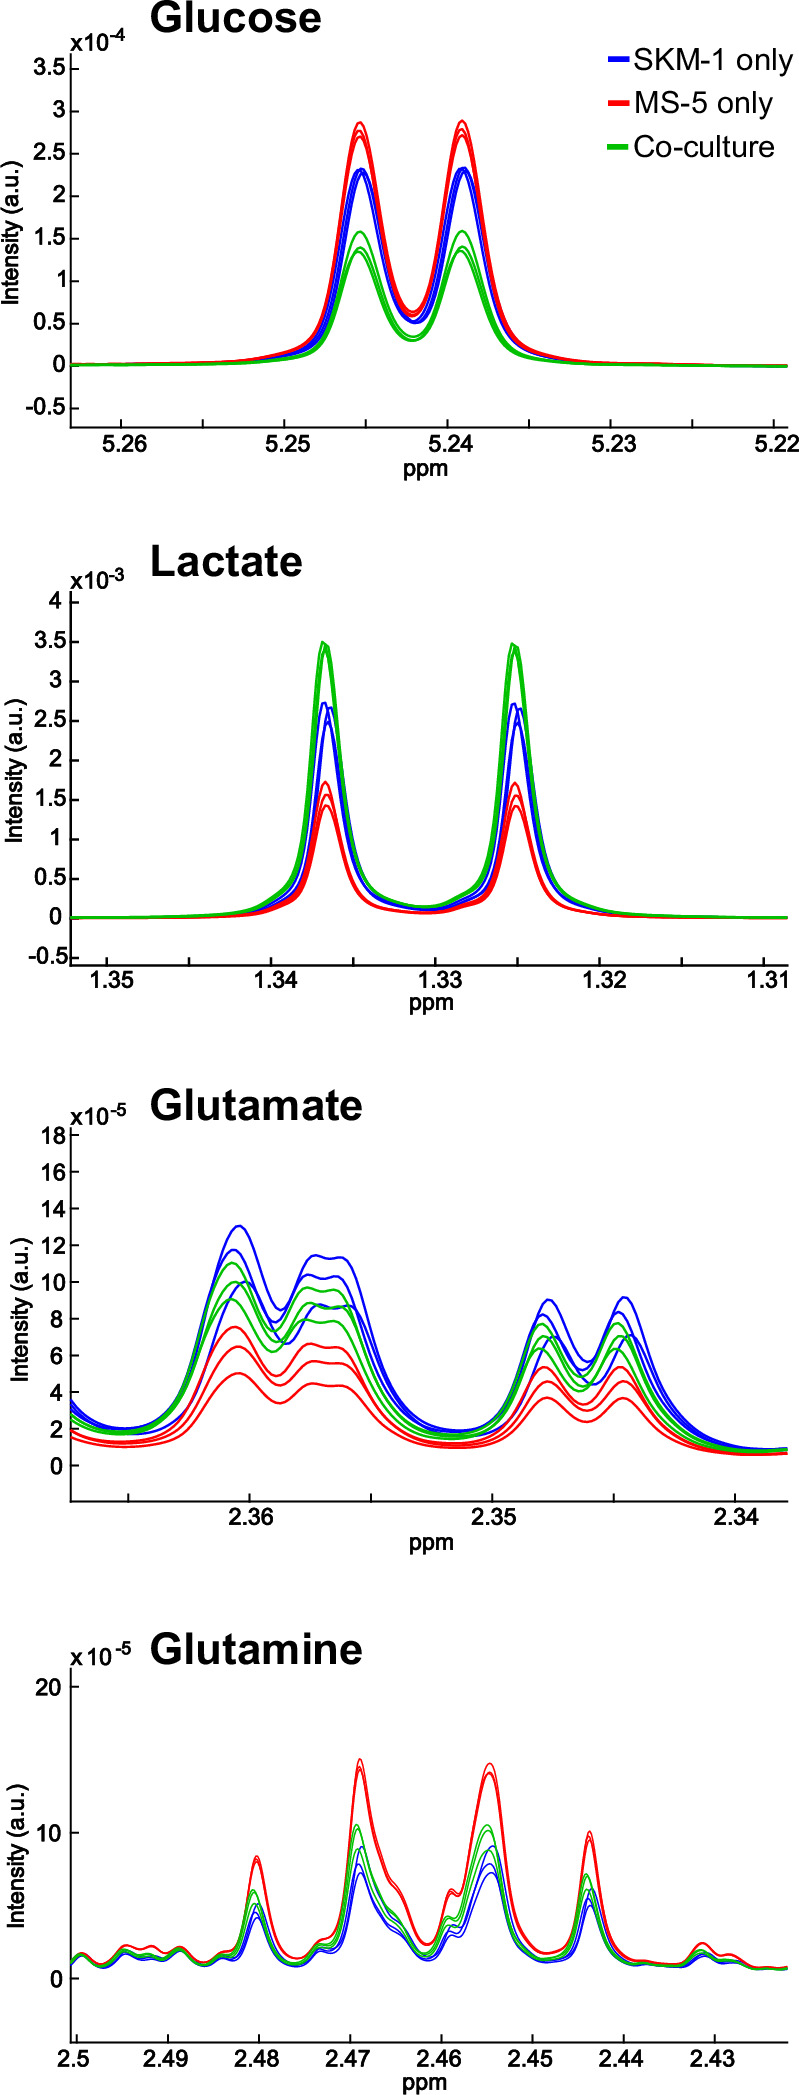
Other extracellular metabolite levels in co-cultures with SKM-1 and MS-5 cells. Sections of ^1^H-NMR spectra from extracellular medium samples of SKM-1 cells cultured alone (blue), MS-5 cells cultured alone (red) and SKM-1 and MS-5 cells in co-culture (green) after 24 hr of culture, corresponding to glucose, lactate, glutamate, and glutamine.

**Figure 1—figure supplement 2.**
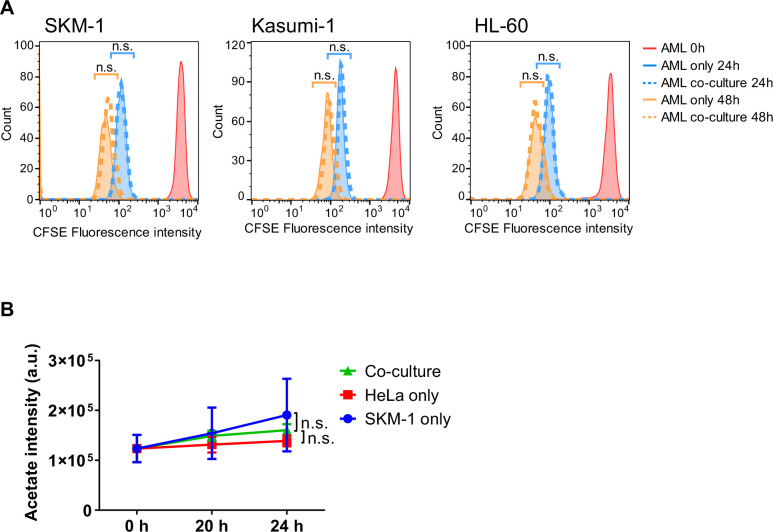
Proliferation in co-culture, co-culturing AML cells with an unrelated cell line (HeLa). (**A**) CFSE cell proliferation analysis in AML cell lines alone or in co-culture with MS-5 cells. The population of living cells was gated, and 1500 cells for each condition were randomly selected and plotted. The geometric mean for each population and time point was compared between cells alone or in co-culture by performing an unpaired unpaired Student’s t-test and p-values were represented as n.s. for not significant. Each histogram is representative of n=3 independent experiments. (**B**), Extracellular acetate levels in SKM-1 cells cultured alone (blue), HeLa cells cultured alone (red) and AML and HeLa cells in co-culture (green) at 0, 20, and 24 hr. Each point represents the mean of n=3 independent experiments and error bars represent standard deviation. An unpaired Student’s t-test was applied for each condition (black brackets) and p-values are represented by n.s. for not significant. Figure 1—figure supplement 2—source data 1.Values obtained for cell proliferation with CFSE in AML cell lines cultured alone vs in coculture (A) and raw extracellular acetate values obtained for SKM-1 grown in cocultured with HeLa cells.

We further examined the levels of other common extracellular metabolites, including glucose, lactate, glutamate and glutamine. As shown in Figure 1—figure supplement 1, higher consumption of glucose along with a higher secretion of lactate was observed in AML and stromal cells in co-culture compared to single cultures, suggesting a higher glycolytic flux in co-culture. However, the levels of glucose consumption and lactate production in co-culture were similar to the sum of the glucose consumption and lactate production levels of the AML and stromal cells in single cultures, suggesting that the overall increase in glycolysis in co-culture was just a result of culturing both cell types together. Additionally, we observed no variation in glutamate and glutamine levels suggesting that these metabolites are not involved in interactions that result from co-culture and are utilised depending on their availability.

The metabolic differences found in co-culture, could be due to altered proliferation under these conditions. To determine whether this was the case, a CFSE-based proliferation assay was performed in which AML cellsbut not stromal cells were stained and their growth compared when cultured separately vs in co-culture. Over 48 hr, none of the human AML cell lines tested presented differences in their proliferation rates (Figure 1—figure supplement 2A), thus confirming that the metabolic changes found in co-culture were caused by a mechanism independent of changes in proliferation.

Next, we aimed to determine whether cell-to-cell contact could play a role in the increased acetate secretion found in co-culture. For this we co-cultured AML and stromal cells separated by a permeable membrane, allowing cells to share the extracellular medium but impeding cell-to-cell contact. Co-culturing cells using a permeable membrane blocked the increase in acetate secretion observed under direct contact conditions (Figure 1C). In fact, cells in co-culture presented lower levels of acetate than MS-5 cells cultured alone revealing that direct cell-to-cell contact is required for acetate secretion in co-culture.

To examine whether increased acetate secretion is specific for the interaction of AML cells with stromal cells, we co-cultured the human AML cell lines with the cervical human cancer cell line HeLa and compared the levels of acetate of each cell type cultured alone. We found that there was no acetate secretion in co-culture, also not by HeLa and AML cells cultured alone (Figure 1—figure supplement 2B), suggesting that increased acetate secretion is specific for an AML-stromal cell interaction.

Considering that our previous data seemed to indicate that MS-5 cells were responsible for acetate secretion when co-cultured with human AML cell lines, we decided to investigate how the levels of extracellular acetate would vary after separating cells from co-culture. The three human AML cell lines were co-cultured for 24 hr with the MS-5 mouse stromal cells prior to separation and subsequent culture in the same spent media. Extracellular acetate levels in previously co-cultured MS-5 cells followed a similar trend as before separation, suggesting that the MS-5 cells most likely are responsible for the increased acetate secretion found in co-culture (Figure 1D). Moreover, AML cells did not follow this trend as they either maintained the levels of acetate seen prior to separating the cells (Kasumi-1 and HL-60) or presented only a moderate increase (SKM-1) after being separated from co-culture.

We further investigated whether increased acetate secretion could take place in primary co-cultures using AML cells derived from patients and whether acetate secretion in co-culture could be specific for AML cells. To address this question, we isolated the CD34^+^ population of four primary AML patient samples, and of three independent healthy donors (Supplementary file 1), cultured them in co-culture with MS-5 cells, and analysed the composition of the extracellular medium after 48 hr. We found that three out of four primary AML samples presented higher levels of acetate when co-cultured with MS-5 cells compared to MS-5 cells cultured alone (Figure 1E). Contrary, none of the healthy donor samples showed an increased acetate secretion in co-culture suggesting that acetate secretion is specific for AML cells in co-culture (Figure 1F).

Furthermore, we sought to determine whether in an in vivo setting, increased acetate production would be observed. For this, acetate levels were analysed in the bone marrow extracellular fluid (BMEF) of mice transplanted either with mouse MLL-AF9^+^ leukaemic cells or with healthy wild type mouse hematopoietic cells. These experiments revealed that a significantly higher amount of acetate was present in the BMEF of mice suffering from leukaemia compared to controls (Figure 1G).

### AML cells consume and use acetate secreted by stromal cells to feed the TCA cycle and for lipogenesis

Following the finding that stromal cells might be responsible for acetate secretion in co-culture, we next examined whether AML cells could metabolise the secreted acetate. We first sought to define the concentration of secreted acetate in the extracellular medium in co-culture. For this, we compared a sample of extracellular medium from a co-culture of SKM-1 and MS-5 cells after 24 hr to a calibration curve (Figure 2—figure supplement 1A), which allowed us to determine the concentration of acetate in co-culture as approximately 3–4 mM. We then investigated whether SKM-1 cells can consume acetate both in normal plasma concentrations (Gao et al., 2016) and co-culture concentrations (0.25 mM or 3 mM, respectively). In both cases, SKM-1 cells consumed acetate significantly after 48 hr, and in normal plasma conditions also after 24 hr (Figure 2—figure supplement 1B).

We then employed a tracer-based approach using [2-^13^C]acetate to assess whether SKM-1 or MS-5 cells can utilise acetate (Figure 2A and Figure 2—figure supplement 2A). Both cell types imported ^13^C labelled acetate as observed in NMR spectra (Figure 2B). However, only SKM-1 cells showed ^13^C label incorporation in several TCA cycle related metabolites, including aspartate, citrate, glutamate, 2-oxoglutarate, glutathione, and proline, as well as in acetylcarnitine. Acetylcarnitine is known to be produced by cells when large amounts of acetyl-CoA are present in the mitochondria (Childress et al., 1967; Stephens et al., 2007), which could be in line with this experiment in which a high concentration of [2-^13^C]acetate (4 mM) was used. Overall, this data suggests that acetate in co-culture could be utilised by SKM-1 cells but not by MS-5 cells.

**Figure 2.**
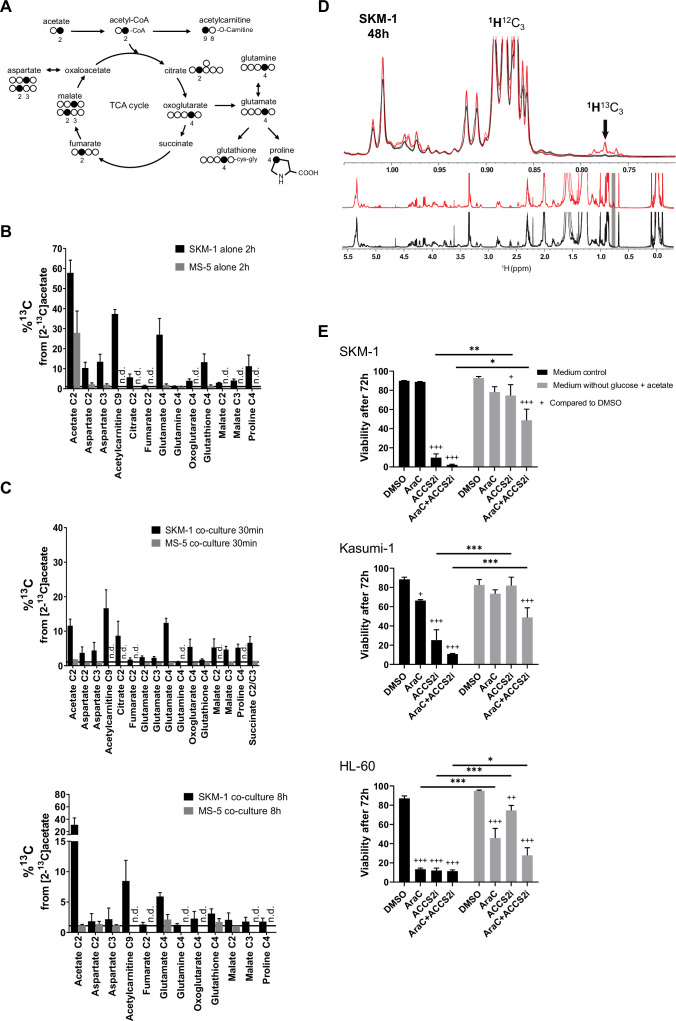
AML cells can import the secreted acetate in co-culture to use it in TCA cycle and lipid biogenesis. (**A**) Schematic of label distribution arising from [2-^13^C]acetate in TCA cycle intermediates. Black circles correspond to positions expected to be labelled. (**B**) ^13^C percentages of label incorporation in polar metabolites from labelled acetate in SKM-1 and MS-5 cells after two hours of incubation with [2-^13^C]acetate (4 mM) derived from ^1^H-^13^C-HSQC NMR spectra. Bars represent the mean of the ^13^C percentages and error bars represent the standard deviations for n=3 independent experiments. (**C**) ^13^C percentages on polar metabolites in SKM-1 and MS-5 cells in co-culture. Cells were co-cultured for 24 hr before the addition of extra 4 mM sodium [2-^13^C]acetate and culture for additional 30 min (upper panel) or 8 hr (lower panel). Bars represent the mean of the ^13^C percentages and error bars represent the standard deviations of n=3 independent experiments. ^13^C natural abundance is represented as a black bar at %^13^C=1.1. (**D**) ^1^H 1D NMR of lipids extracted from SKM-1 cells. Cells were co-cultured with MS-5 cells for 24 hr before the addition of extra 4 mM sodium [2-^13^C]acetate and culture for additional 48 hr. Lower panel represents overlay of spectra (n=3) from cells grown in ^12^C- and ^13^C—labelled acetate (black and red, respectively). Upper panel is the zoomed section of the spectra show ^1^H^13^C-methyl signal multiplets at 1.05ppm to 0.7pm as indicated by an arrow (the shift of the ^1^H^13^C methyl satellite signal is caused by the scalar *J*_CH_ coupling of 125–128 Hz). (**E**) Cell viability measured by propidium iodide staining after culturing for 72 hr in glucose-free media containing 4 mM acetate or normal media, in the presence of DMSO, AraC 1 µM, and ACSS2i 20 uM. Bars represent the mean and error bars represent the standard deviations for n=3 independent experiments. A Tukey’s multiple comparison test was performed comparing each treatment and different medium conditions and p-values are represented by n.s. for not significant * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 2—source data 1.Data and stats for panels included in Figure 2.

**Figure 2—figure supplement 1.**
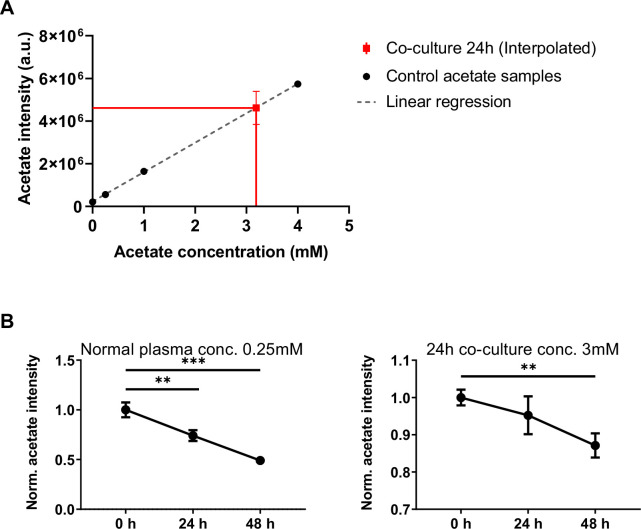
Titration of acetate concentration in co-culture and acetate consumption by AML cells. (**A**) Linear regression of acetate concentrations and detected intensities in ^1^H-NMR spectra (Intensity = 1.38·10^6^±1.6·10^4^ x acetate concentration +2.27·10^5^±3.3·10^4^; R^2^=0.9987). The intensities detected in samples of co-culture were interpolated to obtain the estimate acetate concentration in co-culture (3.09 mM). Each point represents the mean of n=3 independent experiments and error bars represent standard deviation. (**B**) Extracellular acetate levels in SKM-1 cells cultured with 0.25 mM and 3 mM acetate medium after 0, 24, and 48 hrs. Each point represents the mean of n=3 independent experiments and error bars represent standard deviation. An unpaired Student’s t-test was applied for each condition (black brackets) and p-values are represented by * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 2—figure supplement 1—source data 1.Raw values for acetate titration (A) and acetate consumption by SKM1 (B).

**Figure 2—figure supplement 2.**
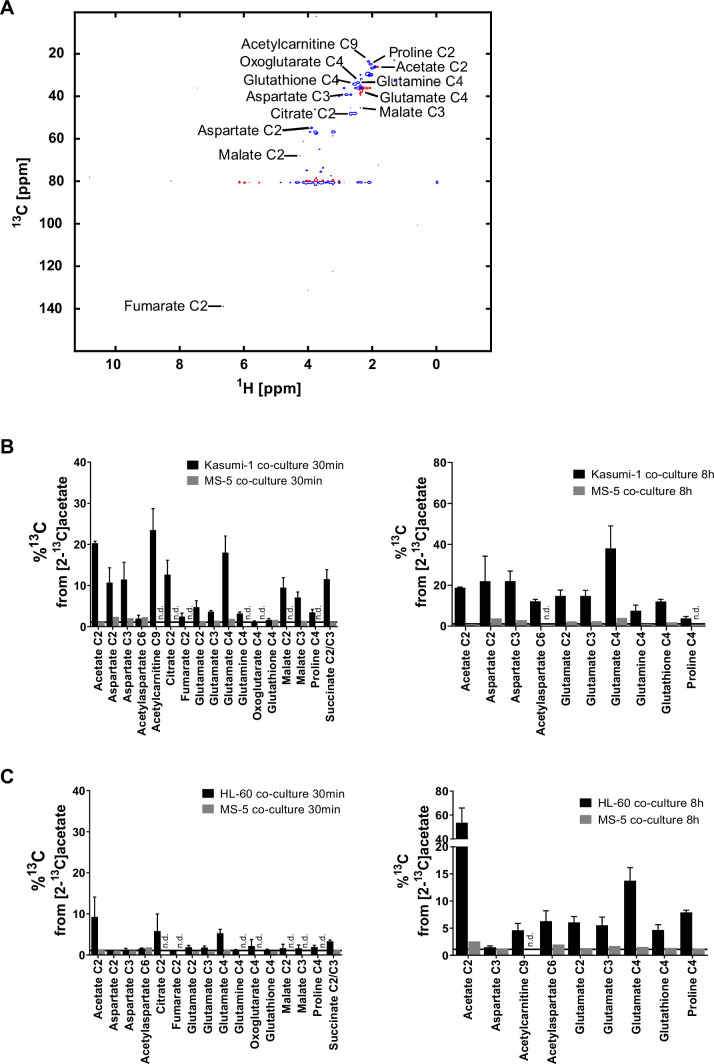
Label incorporation from [2-^13^C]acetate in SKM-1 and MS-5 cells cultured alone. (**A**) Example of metabolites assigned in a ^1^H-^13^C-HSQC spectrum from a polar extract from SKM-1 cells cultured with [2-^13^C]acetate for 2 hr. ^13^C percentages were calculated in 13 carbons from 11 different metabolites. The exact chemical shifts for each carbon are: acetate C2, 1.91 ppm (^1^H) – 26.1 ppm (^13^C); aspartate C2, 3.89 ppm (^1^H) – 55.0 ppm (^13^C); aspartate C3, 2.82 ppm (^1^H) – 39.4 ppm (^13^C); acetylcarnitine C9, 2.15 ppm (^1^H) – 23.4 ppm (^13^C); citrate C2, 2.52 ppm (^1^H) – 48.2 ppm (^13^C); fumarate C2, 6.51 ppm (^1^H) – 138.2 ppm (^13^C); glutamate C4, 2.34 ppm (^1^H) – 36.1 ppm (^13^C); glutamine C4, 2.44 ppm (^1^H) –33.7 ppm (^13^C); oxoglutarate C4, 2.43 ppm (^1^H) – 33.4 ppm (^13^C); glutathione C4, 2.55 ppm (^1^H) – 34.2 ppm (^13^C); malate C2, 4.28 ppm (^1^H) – 73.2 ppm (^13^C); malate C3, 2.68 ppm (^1^H) – 45.4 ppm (^13^C); and proline C4, 2 ppm (^1^H) – 26.6 ppm (^13^C). (**B** and **C**), ^13^C percentages on polar metabolites in Kasumi-1 (**B**) and HL-60 (**C**) cells in co-culture with MS-5 cells. Cells were co-cultured for 24 hours before the addition of extra 4 mM sodium [2-^13^C]acetate and incubated for 30 minutes or 8 hours. Bars represent the mean of the ^13^C percentages and error bars represent the standard deviation of n=3 independent experiments. ^13^C natural abundance is represented as a black bar at %^13^C=1.1. Figure 2—figure supplement 2—source data 1.Raw values for different metabolites showing label incorporation from acetate in coculture 30 min incubation.

**Figure 2—figure supplement 3.**
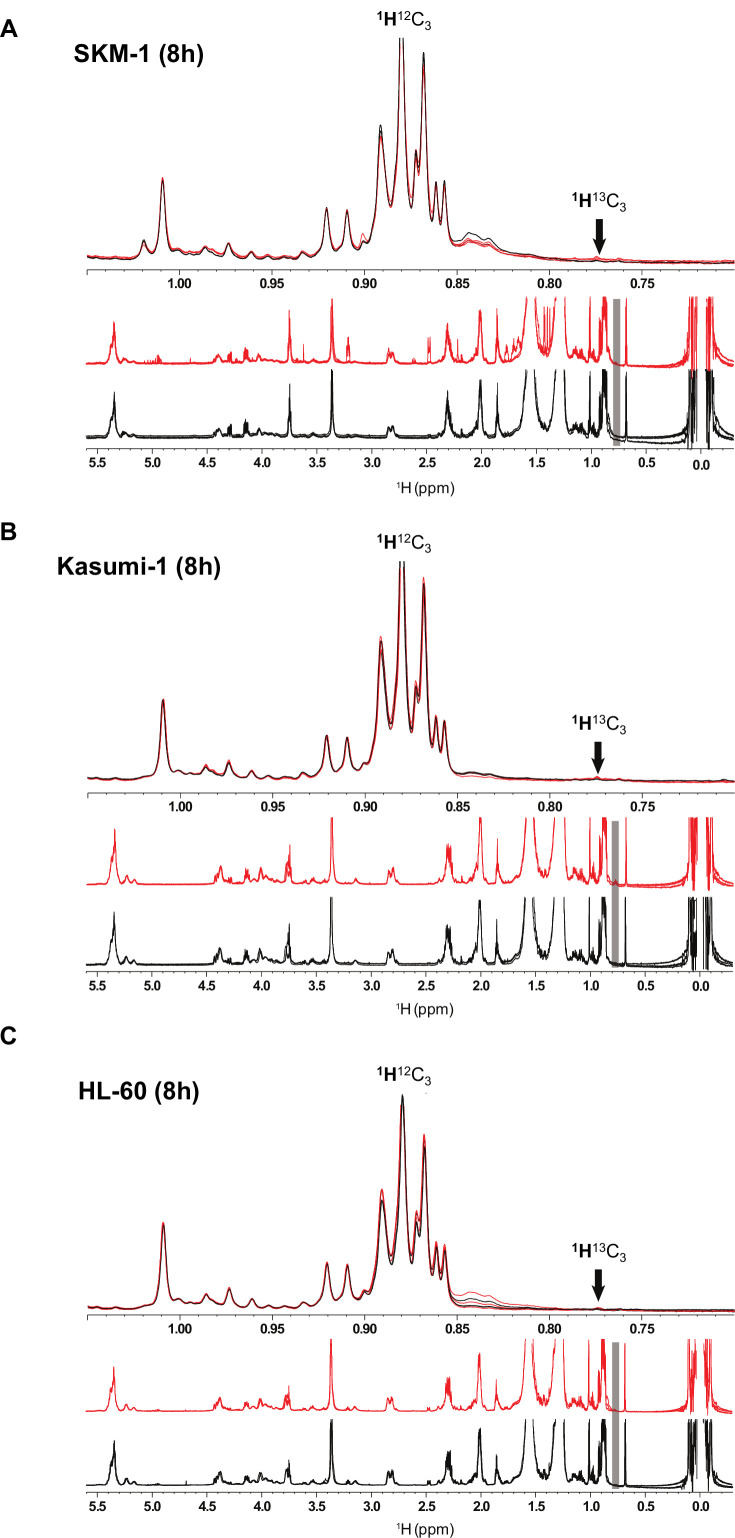
Acetate label incorporation analysis in lipids in AML cells in co-culture after 8 hr of labelling. ^1^H 1D NMR of lipids extracted from SKM-1 (**A**), Kasumi-1 (**B**) and HL-60 (**C**) cell lines after being in co-culture with MS-5 cells for 24 hr and being labelled with 4 mM acetate for extra 8 hr (n=3). Lower panel represents overlay of spectra (3 batches) from cells grown in ^12^C- and ^13^C-labelled acetate for 8 hr, respectively (‘Black’ and ‘Red’). Upper panel is the zoomed section of the spectra (1.05ppm to 0.7ppm) for the lipids extracted from AML cells showing no ^1^H-^13^C_3_ peaks confirming no labelling for the methyl groups.

**Figure 2—figure supplement 4.**
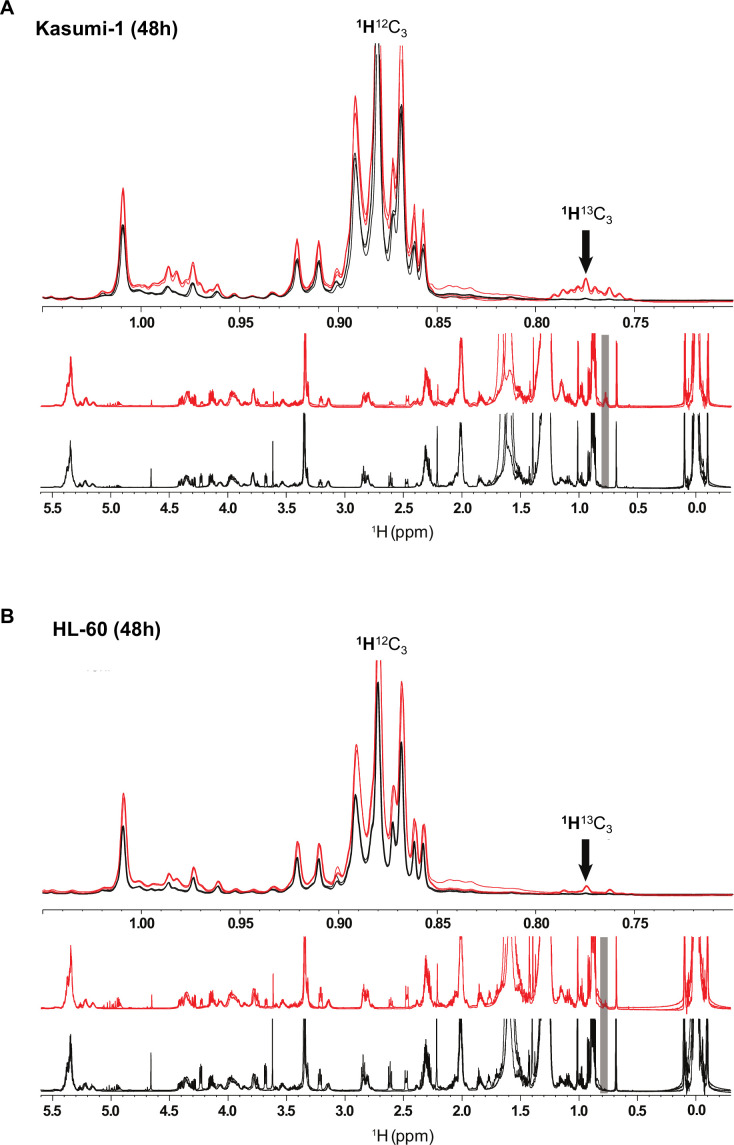
Acetate label incorporation analysis in lipids in AML cells in co-culture after 48 hr of labelling. ^1^H 1D NMR of lipids extracted from Kasumi-1 (**A**) and HL-60 (**B**) cell lines after being in co-culture with MS-5 cells for 24 hr and being labelled with 4 mM acetate for extra 48 hr (n=3). Lower panel represents overlay of spectra (3 batches) from cells grown in ^12^C- and ^13^C-labelled acetate for 8 hr, respectively (‘Black’ and ‘Red’). Upper panel is the zoomed section of the spectra (1.05ppm to 0.7ppm) for the lipids extracted from AML cells showing clearly ^1^H-^13^C_3_peaks confirming labelling for the methyl groups.

**Figure 2—figure supplement 5.**
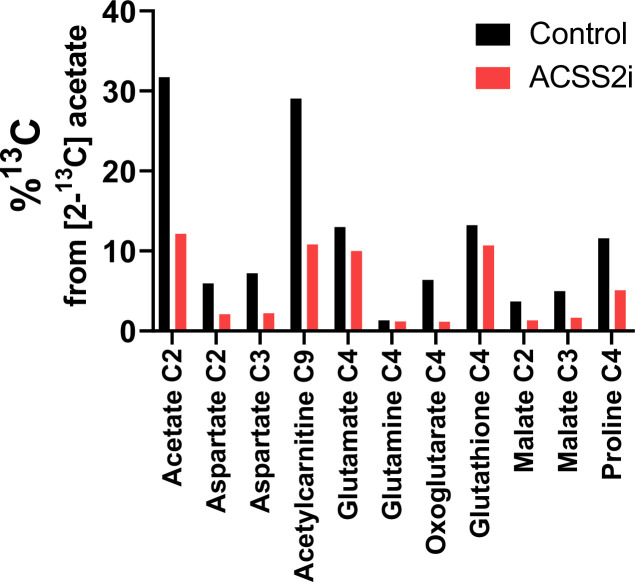
Acetate label incorporation in TCA metabolites after 24 hr of ACSS2i treatment. ^13^C percentages on polar metabolites in SKM-1 cells. Cells were co-cultured for 24 hr with 20 µM ACSS2i before the addition of extra 4 mM sodium [2-^13^C]acetate and incubated for 24 hr (n=1). Bars represent the ^13^C percentages. ^13^C natural abundance is represented as a black bar at %^13^C=1.1. Figure 2—figure supplement 5—source data 1.Raw values of acetate labelling in SKM-1 cells +/-ACSS2 i.

To determine whether AML cells can import and metabolise the secreted acetate in co-culture, we co-cultured AML and MS-5 cells for 24 hr and then added [2-^13^C]acetate to the spent extracellular medium and cultured cells for 30 min and 8 hr before analysing the intracellular metabolites in each cell type (Figure 2C). We found that only AML cells incorporated ^13^C into intracellular metabolites at both timepoints (Figure 2C and Figure 2—figure supplement 2B-C). The intake of acetate by AML cells was very rapid, with several TCA cycle metabolites such as glutamate, oxoglutarate, malate, proline, and succinate showing label incorporation after 30 min of [2-^13^C]acetate labelling. The metabolisation pattern for all AML cells in co-culture was similar to that observed for SKM-1 cells alone (Figure 2B and C and Figure 2—figure supplement 2B-C). We also investigated whether the acetate taken by AML cells undergoes alternative fates other than TCA cycle. For this purpose, we co-cultured AML and MS-5 cells for 24 hr before adding [2-^13^C]acetate to the spent extracellular medium and cultured them for further 8 or 48 hr before analysing the intracellular metabolites. No ^13^C labelling was incorporated into lipids when co-cultures were labelled with [2-^13^C]acetate for 8 hr (Figure 2—figure supplement 3). In contrast, at 48 hr the three AML cell lines presented ^1^H^13^C-methyl signals at 0.7–0.8 ppm confirming labelling of lipid CH_3_ groups (approximately 10–20% enrichment) (Figure 2D and Figure 2—figure supplement 4).

Overall, these results indicated that AML cells could uptake and utilise the acetate secreted by stromal cells in co-culture as a substrate to feed into the TCA cycle and for lipid biosynthesis.

To understand the possible physiological relevance of our findings, we cultured the three human AML cell lines in normal media and glucose-free media in the presence of acetate, and treated them or not with the chemotherapy agent cytarabine (cytosine arabinoside, AraC). Our data showed that the AML cells studied displayed different degrees of sensitivity to AraC, with HL-60 cells being more sensitive and Kasumi-1 more resistant (Figure 2E). Interestingly, we observed that the high sensitivity for AraC displayed by HL-60 cells could be partially counteracted by the presence of acetate in the cultures. We then investigated whether the inhibition of the acetyl CoA synthetase short-chain family member 2 (ACSS2i), has an effect of the survival of the cells (Figure 2E). All human AML cell lines studied displayed high sensitivity to the ACSS2i when cultured in glucose with no added acetate, indicating the importance of ACSS2 in metabolism, as previously observed in myeloma cells (Li et al., 2021). In glucose-free media supplemented with 4 mM acetate, the survival of the cells was maintained. Interestingly, under this condition, the ACSS2i treatment alone did not have a profound detrimental effect on the survival of the cells. By performing [2-^13^C]acetate label incorporation we observed that the ACSS2i reduced the incorporation of acetate to the TCA metabolites by approximately 60% after 24 hr of treatment (Figure 2—figure supplement 5), indicating the incomplete inhibition of the enzyme and thus still accessibility of acetate usage by the cell, providing an explanation for the higher survival in the medium supplemented with acetate compared to control media. Nonetheless, it was clear that when cells were treated with both drugs, ACSS2i treatment sensitised AML cells to AraC treatment. Our results suggest that acetate confers chemoresistance to AML cells and that the use of ACSS2i sensitizes AML cells to conventional chemotherapies such as AraC.

### Transcriptomic data highlights a metabolic rewiring of stromal cells in co-culture characterised by upregulation of glycolysis and downregulation of pyruvate dehydrogenase

After establishing that stromal cells are responsible for acetate secretion (Figure 1D) and that AML cells consumed the secreted acetate in co-culture (Figure 2C and Figure 2—figure supplement 2), we sought to elucidate the mechanism behind acetate secretion by MS-5 cells in co-culture. Thus, we set out to perform global gene expression profiling by RNA-seq, comparing cells cultured alone and in co-culture (Figure 3—figure supplement 1A). 

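RNA was sequenced from 3 libraries of MS-5 cells cultured alone (MO1, MO2 and MO3) and 3 libraries of MS-5 cells after 24 hr of co-culture with SKM-1 cells (MC1, MC2 and MC3). MS-5 is a mouse stromal line and SKM-1 a human AML line. Co-cultures were plated with 4 AML cells per stromal cell, at 750000 AML cells per ml, and the methods describe a PBS wash and a mild trypsinisation to remove attached leukaemic cells before the stromal cells were detached. The methods name stranded mRNA libraries, and give the sequencing as NovaSeq 150 bp paired-end with 40 M reads in one section and as a HiSeq2500 platform in another. The authors quantified the reads with Kallisto and deposited an estimated count and a TPM value for each of 118489 transcripts, all with mouse Ensembl identifiers. The methods name GRCm38 and an Ensembl release for the index. Of the identifiers, 116728 matched the GENCODE M21 annotation of GRCm38 with the same version and length. The other 1761, which held between 0.477% and 0.562% of the estimated counts of a library, were left out. Total estimated counts were 27182453 in MO1, 27134267 in MO2, 23978881 in MO3, 35694987 in MC1, 26258451 in MC2 and 29442798 in MC3.
Estimated counts were summed per gene, rounded to whole numbers and normalized with edgeR's TMM method. Co-culture was compared with MS-5 only by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13221 genes that passed edgeR's default filter on low counts. An adjusted p-value under 0.1, the level of the results text, was used as the threshold. The methods and the heat map legend give 0.01. Sleuth, the tool the paper used, was not used here. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p-value below 0.1.
In a principal component analysis of log2 CPM, the first component held 64.0% of the variance and parted co-culture from MS-5 only. The second component held 25.6% and parted MO2 and MC3 from the other 4 libraries. On log2(TPM + 0.5), the components held 47.0% and 45.0%. MO2 and MC3 had 65170 and 66456 transcripts with a count, against 51533 to 57350 in the other libraries, and mitochondrial genes took 6.07% and 5.92% of their counts, against 10.6% to 13.2%. Neither the labels nor the text of the paper names a batch. The replicate numbers were checked as pairs through the correlation, across genes, of the deviations of each library from its group mean. It was 0.53 for MO1 with MC1, -0.29 for MO2 with MC2 and -0.52 for MO3 with MC3, and 0.73 for MO2 with MC3; genes are not independent replicates.

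**Figure D1:**
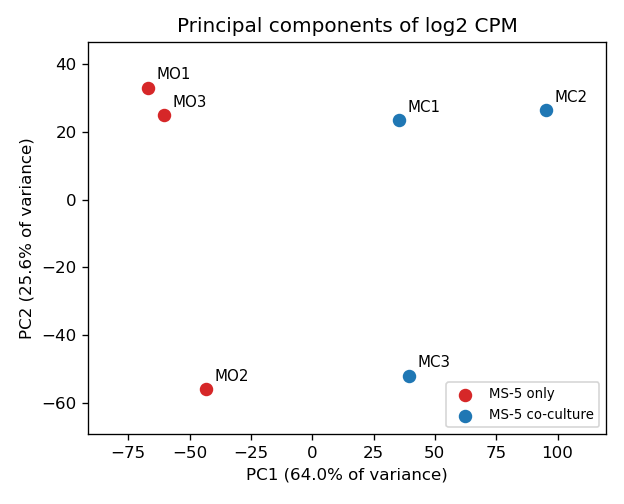
First and second principal components of log2 CPM for the 3 MS-5 only (red) and 3 MS-5 co-culture (blue) libraries, 1 point per library. Co-culture lies to the right on the first component (64.0% of the variance), and MO2 and MC3 lie at the bottom on the second (25.6%).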

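Of the genes tested, 579 had an adjusted p-value under 0.1 in MS-5 cells in co-culture compared to MS-5 only, of which 491 were higher and 88 were lower in co-culture. At a threshold of 0.05, 2 genes passed, and at 0.01, 0 genes passed, while 1885 genes had an unadjusted p-value under 0.05. In each of the 579 genes, all co-culture libraries lay on one side of all MS-5 only libraries, as they did in 21.2% of the genes tested, where chance gives 10%. A block for the replicate number gave 444 genes, 443 higher and 1 lower, and 371 of them were among the 579. The mean correlation of same-numbered libraries behind that pairing was -0.09. The alternative that raised the count most was a covariate for MO2 and MC3 against the other 4 libraries, with which 3999 genes passed, 1835 higher and 2164 lower. The count fell to 0 when any MS-5 only library was left out. It lay between 281 and 549 when a co-culture library was left out.
The rise was not spread evenly over the 3 co-culture libraries. For each gene, the excess of MC2 over the mean of MS-5 only was divided by the mean excess of MC1 and MC3, in normalized CPM. The ratio was over 3 in 373 of the 491 genes, with a median of 6.70, and its median was 0.944 in the other 118. The median CPM of the 373 genes was 0.0557 in MS-5 only, 1.77 in MC1, 11.1 in MC2 and 1.69 in MC3. The annotation lists 254 of the 373 genes, and 1 of the 118, as processed pseudogenes (transcribed ones included). The counting could have split their reads with parent genes. Splitting with parent genes of unchanged level would give counts in MS-5 only as well, where the median CPM was 0.0557. Such splitting alone therefore does not account for the rise. A candidate explanation, left unsettled here, is RNA of residual human SKM-1 cells counted on mouse transcripts it resembles. The ratio was chosen after the values were seen.
The 5 genes with the largest positive changes were Gm7030, Gmfg-ps, Gm8909, Gm9212 and Irf8, and each had a ratio over 3. Gm7030 (GRCm38 chromosome 17, 36109719 to 36129425) had 0 counts in every MS-5 only library and 217, 1366 and 183 counts in MC1, MC2 and MC3. Taking the floor as 3 counts in MS-5 only, it was at least 168-fold higher in co-culture. By the same measure Gm8909 was at least 172-fold, Gmfg-ps at least 46.6-fold, Gm9212 at least 41.0-fold and Irf8 at least 28.2-fold higher. Gm7030 and Gm8909 lie near each other on chromosome 17, and Gmfg-ps and Gm9212 are processed pseudogenes, so their levels are uncertain. For all 5 genes, Irf8 included, RNA of residual SKM-1 cells counted on mouse transcripts was not excluded. Their rise therefore cannot be assigned to MS-5 cells. The 5 genes with the largest negative changes were Taf7l, Prr32, Trmt61a, Fancb and Ndufaf4. Taf7l (chromosome X, 134460118 to 134476490) had a log2 fold change of -2.35 (standard error 0.47, adjusted p = 0.0779 from edgeR's quasi-likelihood test), on 13, 16 and 16 counts in MS-5 only and 4, 3 and 3 in co-culture. The log2 fold changes of the other 4 genes lay between -1.68 for Prr32 and -1.05 for Ndufaf4.

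**Figure D2:**
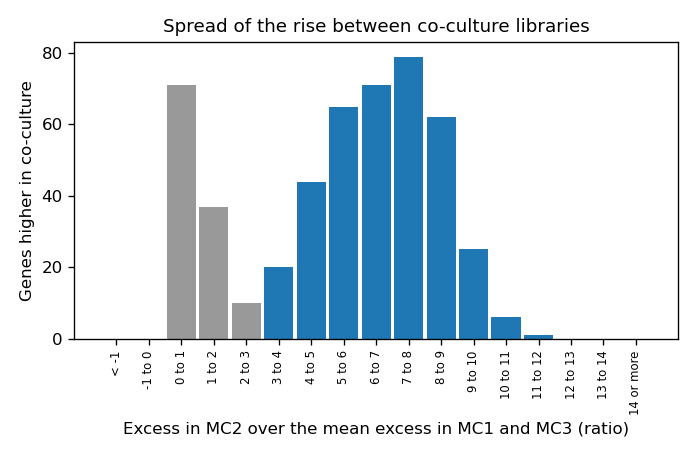
Number of genes higher in co-culture (adjusted p-value under 0.1) by the ratio of the excess in MC2 to the mean excess in MC1 and MC3, each over the mean of MS-5 only. Blue bars are the 373 genes with a ratio over 3, and grey bars are the other 118.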

With this approach we identified 587 differentially expressed genes (q-value <0.1) (Figure 3—figure supplement 1B); with 476 genes being upregulated and 111 genes being downregulated in co-culture.

Following clustering of differentially expressed genes, gene set enrichment analysis (GSEA) was performed (Figure 3A) revealing a positive correlation with the expression of genes that are part of the glycolysis pathway (MSigDB: M5937), as well as the reactive oxygen species pathway (MsigDB: M5938) (Figure 3B).

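Gene sets were tested with fgsea on the 12164 tested genes that have an Entrez identifier, ranked by the signed square root of edgeR's F statistic. The Reactome sets that come with fgsea were tested, and the hallmark sets were not used here. Of 658 sets with 15 to 500 ranked genes, 263 had an adjusted p-value under 0.05 by fgsea's gene permutation test, 99 toward co-culture and 164 toward MS-5 only. The glycolysis set, with 25 of its 32 genes ranked, had a normalized enrichment score of 2.50 toward co-culture (adjusted p = 0.00134, permutation test). None of the 10000 permutations gave it a score as large, so its unadjusted p of 1.98e-04 is the smallest they can give. The set of detoxification of reactive oxygen species, with 24 of its 28 genes ranked, had a normalized enrichment score of 0.98 (adjusted p = 0.631, permutation test). Under the block for the replicate number, the scores were 2.27 (adjusted p = 0.0022, permutation test) and 0.88 (adjusted p = 0.753, permutation test). With a covariate for MO2 and MC3 they were 2.74 and -0.60, so that the direction of the second set changed. Limma's camera gave adjusted p-values of 4.76e-07 for glycolysis and 0.861 for the reactive oxygen species set. It was run with its preset correlation between genes, not one estimated from these libraries. A stronger correlation within a set is therefore not allowed for. Permuting genes treats them as independent.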

**Figure 3.**
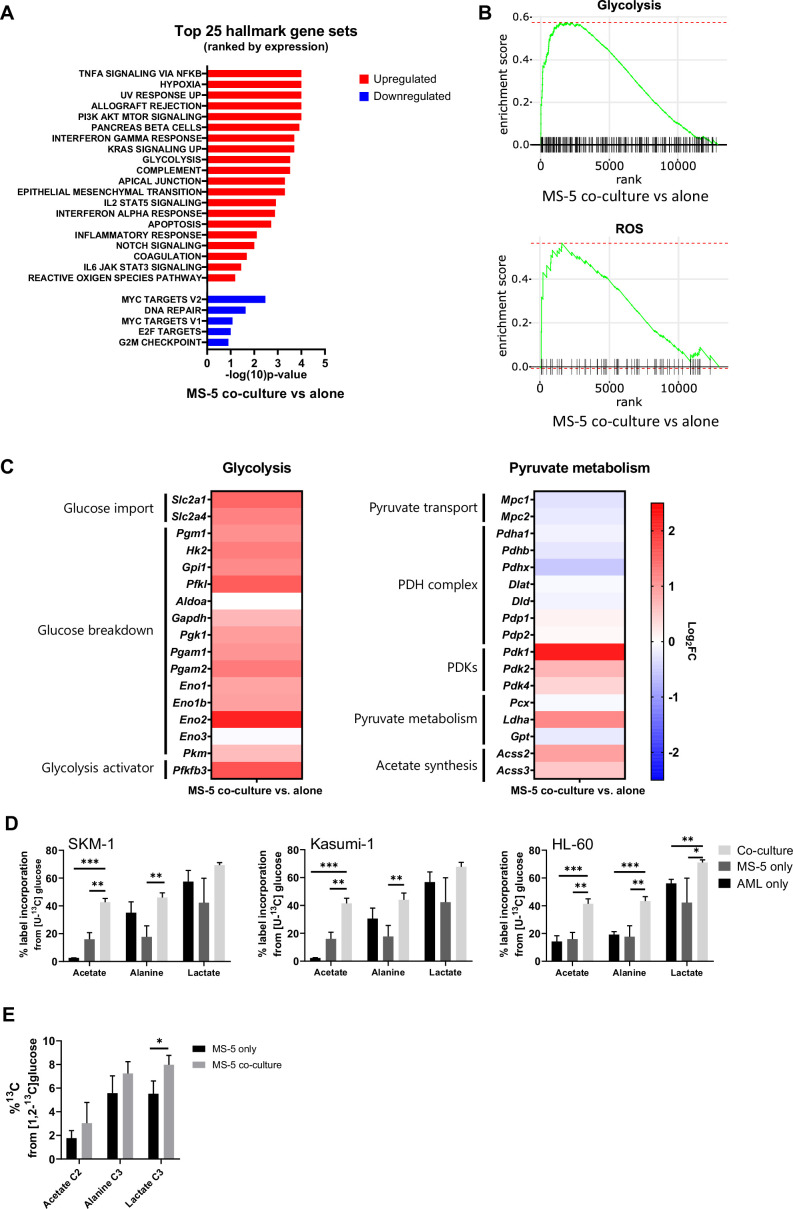
Transcriptomic data and [U-^13^C]glucose labelling reveal that stromal cell metabolism is shifted towards higher glycolysis and ROS upon co-culture with AML cells. (**A**) Top 25 GSEA hallmark gene sets ranked by expression in MS-5 cells only vs co-culture with SKM-1 cells, analysed using the collection of hallmark gene sets from Molecular Signature Database with a false discovery rate threshold at 5%. p-Values for each pathway are presented as –log(10)p-value. (**B**) GSEA enrichment score plots of glycolysis and ROS generated using Sleuth 0.30.0 R statistical package. (**C**) Fold change values of detected gene transcripts (TPMs) related to glycolysis and pyruvate metabolism. FC values are represented as log_2_FC, red values indicate upregulation and blue values indicate downregulation in MS-5 cells in co-culture. (**D**) Label incorporation from [U-^13^C]glucose into extracellular metabolites in AML and MS-5 cells cultured alone or in co-culture after 24 hr. Bars represent the mean of n=3 independent experiments and error bars represent standard deviations. (**E**), Label incorporation from [U-^13^C]glucose into intracellular acetate, alanine and lactate in MS-5 cells cultured alone or in co-culture after 24 hr. Bars represent the mean of n=3 independent experiments and error bars represent standard deviations. p-Values are represented by n.s. for not significant * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 3—source data 1.Data and stats for panels included in Figure 3.

**Figure 3—figure supplement 1.**
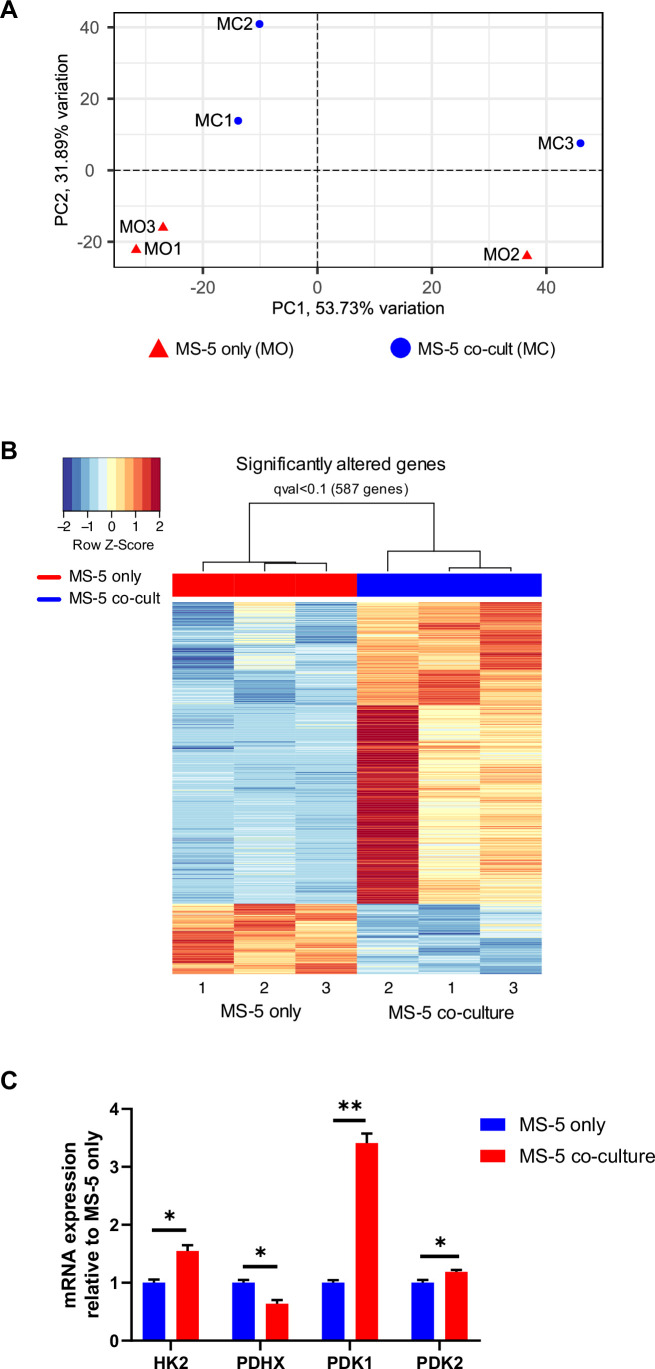
PCA component analysis, heat map of differentially expressed genes and qPCR for MS-5 cells cultured alone and in co-culture with SKM-1 cells. (**A**) PCA plot showing the clustering of individual samples of MS-5 cells cultured alone (MO) and MS-5 cells in co-culture (MC). The x and y axis values represent the variation between the sample groups. Generated using Sleuth 0.30.0 R statistical package. (**B**) Heat map of differentially expressed genes in MS-5 only (red) vs MS-5 co-culture (blue) calculated using the Wald statistical test, correcting for multiple testing comparison employing the Benjamini-Hochberg method using a false discovery rate threshold of 1% (q-value <0.01). Generated using Sleuth 0.30.0 R statistical package. (**C**) Quantitative PCR mRNA expression values for RNA sequencing validation of MS-5 cells cultured alone and in co-culture with SKM-1 cells. The gene set chosen was *Hk2*, *Pdhx*, *Pdk1,* and *Pdk2*. mRNA quantification was normalized to *B2m* house-keeping gene. Bars represent the mean and error bars represent the SEM of three independent experiments (n=3). An unpaired Student’s t-test was applied for each gene and p-values are represented by * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 3—figure supplement 1—source data 1.mRNA expression in MS-5 cells cocultured with SKM-1 cells relative to MS-5 alone.

A closer examination of the genes involved in the glycolysis pathway revealed a major upregulation of several glycolysis-related genes in MS-5 cells in co-culture (Figure 3C and Figure 3—figure supplement 1C). 

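Figure 3C lists 17 genes under glycolysis. Their log2 fold changes in co-culture had a median of 1.03 and were positive in 16 genes, with Eno3 as the exception. Among random lists of the same size matched on mean expression, this median had a percentile of 100. In 9 of the genes every co-culture library lay above every MS-5 only library. By edgeR's quasi-likelihood test, 4 of the 17 genes passed an adjusted p-value of 0.1 over all genes tested. Adjusted over the list alone, 12 passed. The paper describes the list as transcripts that were detected and relate to these pathways. It does not state whether the genes were chosen before their values were seen. Under the replicate block 3 passed, against 14 with a covariate for MO2 and MC3. Leaving out each library in turn gave from 0 to 7 genes. B2m, the gene to which the paper normalized its qPCR of Figure 3—figure supplement 1C, changed by 0.09 on the log2 scale (standard error 0.26, adjusted p = 0.955), less than the spread between libraries.

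**Figure D3:**
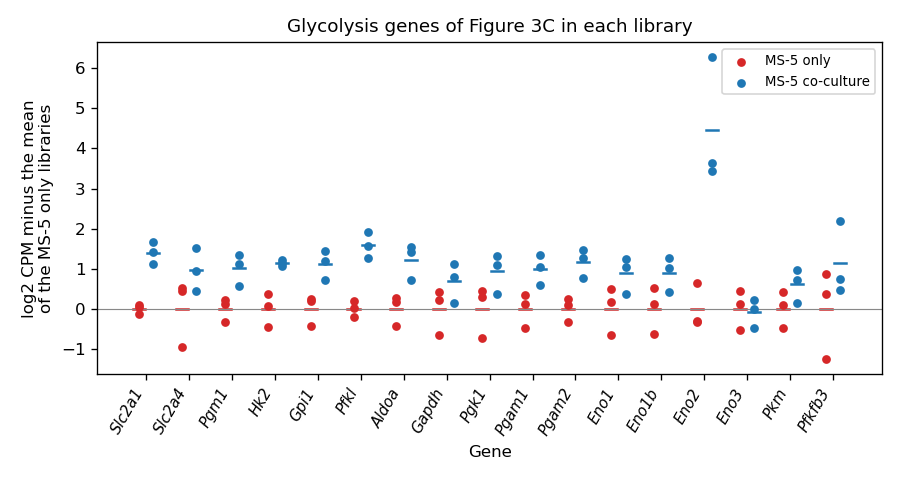
log2 CPM of the glycolysis genes of Figure 3C in each library, minus the mean of the MS-5 only libraries. Red points are MS-5 only, blue points are MS-5 co-culture, and bars are the means of the 3 libraries of each group. Eno2 rises most, and 1 of its co-culture libraries (MC2) lies above the others.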

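The 4 glycolysis genes past the threshold were Slc2a1, Hk2, Pfkl and Eno2. The glucose transporter gene Slc2a1 (GRCm38 chromosome 4, 119108711 to 119137983) had 42.4 ± 3.60 CPM (SD, n = 3) in MS-5 only and 113 ± 20.9 CPM (SD, n = 3) in co-culture, a log2 fold change of 1.42 (standard error 0.17, adjusted p = 0.0734 from edgeR's quasi-likelihood test). The log2 fold change of Hk2 (chromosome 6, 82725025 to 82774454) was 1.11 (standard error 0.22, adjusted p = 0.0779) and that of Pfkl (chromosome 10, 77986947 to 78010083) was 1.60 (standard error 0.23, adjusted p = 0.0734). Under the replicate block, Hk2 no longer passed (adjusted p = 0.109). Eno2 (chromosome 6, 124760053 to 124769673) changed most, by 5.18 (standard error 0.99, adjusted p = 0.0745), from 7, 19 and 6 counts in MS-5 only to 175, 803 and 160 counts in MC1, MC2 and MC3. It was the one gene of these 4 with an excess in MC2 over 3 times that in MC1 and MC3.
Pgm1, Gpi1, Aldoa, Pgam1 and Pgam2 were also higher in every co-culture library than in every MS-5 only library, with log2 fold changes between 0.99 for Pgam1 and 1.26 for Pgam2, and adjusted p-values between 0.104 and 0.204. The groups overlapped for Gapdh, Pgk1, Eno1, Eno1b and Pkm, whose log2 fold changes lay between 0.60 for Pkm and 0.90 for Pgk1. Eno1 and Eno1b belong to the same family, and the annotation names processed pseudogenes of Gapdh, Pgk1, Aldoa and Pgam1, so that reads could have been split between copies and these levels are uncertain. The annotation also has a second Aldoa gene, with a log2 fold change of -0.05. Slc2a4 and Pfkfb3 rested on few counts, and their excess in MC2 was also over 3 times that in MC1 and MC3. Pfkfb3 (chromosome 2, 11471433 to 11554077) had 21, 18 and 3 counts in MS-5 only and 20, 53 and 26 in co-culture, and its log2 fold change of 1.18 (standard error 0.77, adjusted p = 0.592) was within the spread of the libraries. That of Slc2a4 was 0.97 (standard error 0.58, adjusted p = 0.537).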

Most of the genes involved in glucose transport (*Slc2a1* and *Slc2a4*) and glucose breakdown to pyruvate (*Pgm1*, *Hk2*, *Gpi1*, *Pfkl*, *Gapdh*, *Pgk1*, *Pgam1, Pgam2*, *Eno1, Eno1b, Eno2,* and *Pkm*) were upregulated, including the gene encoding for the 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkfb3*), a well-known activator of glycolysis.

In contrast, individual examination of genes related to pyruvate metabolism revealed that the genes related to pyruvate conversion to acetyl-CoA were downregulated (Figure 3C and Figure 3—figure supplement 1C). 

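Figure 3C lists 17 genes under pyruvate metabolism. In co-culture, 9 had a positive and 8 a negative log2 fold change, with a median of 0.0043. By edgeR's quasi-likelihood test, 1 gene (Pdk1) passed an adjusted p-value of 0.1 over all genes tested, and 4 did when adjusted over the list alone, 3 higher and 1 lower. The replicate block left 1 gene past the threshold, and with a covariate for MO2 and MC3 against the other libraries 11 passed, 5 higher and 6 lower. Leaving out each library in turn gave from 0 to 2 genes.

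**Figure D4:**
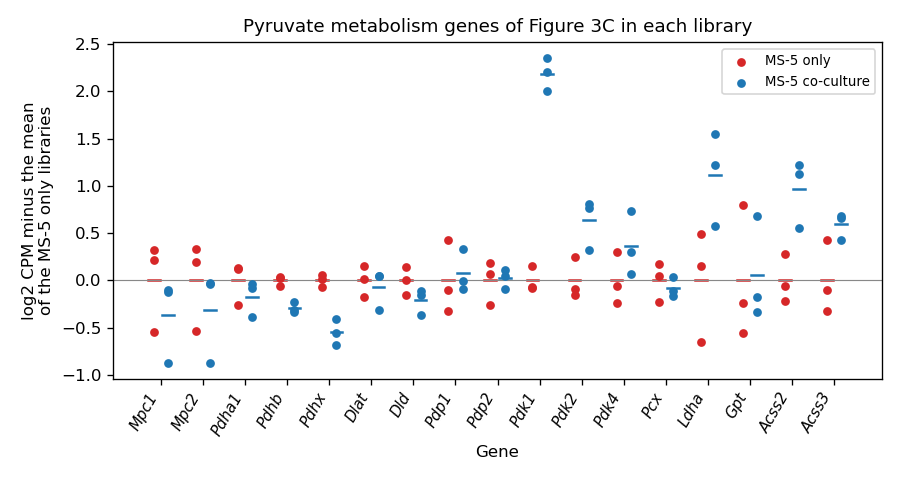
log2 CPM of the pyruvate metabolism genes of Figure 3C in each library, minus the mean of the MS-5 only libraries. Red points are MS-5 only, blue points are MS-5 co-culture, and bars are the means of the 3 libraries of each group. Pdk1 lies apart from MS-5 only in all co-culture libraries, and Pdhx and Pdhb lie below it.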

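The genes of the mitochondrial pyruvate carrier, Mpc1 and Mpc2, had log2 fold changes of -0.38 (standard error 0.30, adjusted p = 0.685 from edgeR's quasi-likelihood test) and -0.31 (standard error 0.31, adjusted p = 0.777), within the spread of the libraries. Pdha1 changed by -0.17 (standard error 0.17, adjusted p = 0.777). Pdhb and Pdhx were lower in every co-culture library than in every MS-5 only library. Pdhx (GRCm38 chromosome 2, 103021075 to 103073513) had 21.4 ± 0.959 CPM (SD, n = 3) in MS-5 only and 14.6 ± 1.40 CPM (SD, n = 3) in co-culture, a log2 fold change of -0.55 (standard error 0.14, adjusted p = 0.119). Adjusted over the pyruvate list alone, its p was 0.0367. That of Pdhb was -0.29 (standard error 0.11, adjusted p = 0.311). With a covariate for MO2 and MC3 all of these genes passed the threshold of 0.1, with adjusted p-values from 0.0159 for Pdhx to 0.0988 for Pdha1 and log2 fold changes between -0.55 and -0.17. None passed under the replicate block.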

Pyruvate transport into the mitochondria (*Mpc1, Mpc2*) and several pyruvate dehydrogenase (PDH) complex-related genes (*Pdha1*, *Pdhb,* and *Pdhx*), involved in the conversion of pyruvate to acetyl-CoA, remained largely unaltered or were slightly downregulated by co-culture. Additionally, the pyruvate dehydrogenase kinases (*Pdk1*, *Pdk2,* and *Pdk4*), which inhibit the activity of the PDH complex, were found to be upregulated by co-culture (Figure 3C and Figure 3—figure supplement 1C). 

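Pdk1 (GRCm38 chromosome 2, 71873224 to 71903858) rose from 28.9 ± 2.76 CPM (SD, n = 3) in MS-5 only to 132 ± 16.0 CPM (SD, n = 3) in co-culture, a log2 fold change of 2.19 (standard error 0.15, adjusted p = 0.0269 from edgeR's quasi-likelihood test). Its adjusted p under the replicate block was 0.0131, and with each library left out in turn its log2 fold change stayed between 2.09 and 2.27, past the threshold in 3 of the 6 fits. Pdk2 was higher in every co-culture library, by 0.64 (standard error 0.19, adjusted p = 0.179). Pdk4 changed by 0.38 (standard error 0.23, adjusted p = 0.558), and its groups overlapped. With a covariate for MO2 and MC3, Pdk2 (adjusted p = 0.0259) and Pdk4 (adjusted p = 0.0558) passed as well.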

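Acss2 (GRCm38 chromosome 2, 155517948 to 155585724) had 7.20 ± 1.31 CPM (SD, n = 3) in MS-5 only and 14.3 ± 3.33 CPM (SD, n = 3) in co-culture, a log2 fold change of 0.99 (standard error 0.24, adjusted p = 0.111 from edgeR's quasi-likelihood test, and 0.0367 over the pyruvate list alone). With a covariate for MO2 and MC3 its adjusted p was 0.0201, and with the replicate number as a block it was 0.353. Acss3 (chromosome 10, 106933517 to 107123668) was counted 36, 66 and 27 times in MS-5 only and 69, 60 and 87 times in co-culture. Its log2 fold change of 0.58 (standard error 0.33, adjusted p = 0.515) did not pass in any of these fits.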

Interestingly, the acetyl-CoA synthetases (ACSs), which can generate acetyl-CoA from acetate but have also been reported to perform the reverse reaction, encoded by *Acss2* and *Acss3*, were found to be slightly upregulated in co-culture. Pyruvate can also be converted to 2-oxaloacetate via pyruvate carboxylase (*Pcx*), to lactate by lactate dehydrogenase (*Ldha*), and to alanine via alanine transaminase (*Gpt*). 

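Ldha (GRCm38 chromosome 7, 46841475 to 46855627) had 989 ± 366 CPM (SD, n = 3) in MS-5 only and 2107 ± 675 CPM (SD, n = 3) in co-culture. Its log2 fold change was 1.09 (standard error 0.40, adjusted p = 0.272 from edgeR's quasi-likelihood test), with every co-culture library above every MS-5 only library, and its adjusted p was 0.011 with a covariate for MO2 and MC3 and 0.54 with the replicate number as a block. The annotation names processed pseudogenes of Ldha, with which reads could be shared. Pcx (chromosome 19, 4510472 to 4621752) changed by -0.09 (standard error 0.15, adjusted p = 0.908). Gpt (chromosome 15, 76695716 to 76699686) changed by 0.0043 (standard error 0.48, adjusted p = 0.999), on 49, 160 and 54 counts in MS-5 only and 84, 55 and 161 in co-culture. Its direction changed with the setting, as on log2(TPM + 0.5), where limma gave -0.17.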

Only *Ldha* was found to be moderately upregulated in co-culture. However, we did not observe a substantial increase in lactate production experimentally in co-culture. Altogether, transcriptomic data suggests that MS-5 cells in co-culture present a major upregulation of glycolysis and downregulation of the PDH complex.

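At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 9 of the glycolysis genes and 6 of the pyruvate metabolism genes of Figure 3C differed between co-culture and MS-5 only. In the pyruvate list, every co-culture library lay above every MS-5 only library for 5 genes and below for 2 genes. The paper's line of reasoning starts from the higher transcript levels of glucose transport and glycolysis genes in co-culture, and sets beside them the unaltered or lower levels of the pyruvate carrier and PDH genes and the higher levels of the PDH kinase genes, whose products inhibit the complex. The paper also cites its qPCR of Hk2, Pdhx, Pdk1 and Pdk2, which was not analysed here. From these transcript levels the paper proposes an upregulation of glycolysis and a downregulation of the PDH complex in MS-5 cells in co-culture.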

To explore whether glycolysis is upregulated in MS-5 cells in co-culture at the metabolic level and whether acetate could derive from glucose, we performed [U-^13^C]glucose tracing on AML and MS-5 cells cultured alone and in co-culture and analysed the label incorporation in glycolysis-related extracellular metabolites (Figure 3D). For the three human AML cell lines tested, extracellular acetate presented significantly higher label incorporations from [U-^13^C]glucose in co-culture compared to cell types cultured alone, providing evidence that the secreted acetate in co-culture derives from glucose. Lactate and alanine, which can be synthesised from pyruvate, did not show significant increases in label incorporation from [U-^13^C]glucose in co-culture compared to each cell type cultured alone for all the human AML cell lines, with the exception of alanine and lactate in HL-60. Additionally, an increase in labelled acetate, alanine and lactate could be observed intracellularly in MS-5 in co-culture compared to MS-5 alone (Figure 3E). However, only label incorporation in lactate was significant confirming that glycolysis is upregulated in MS-5 cells in co-culture Overall, these results are in agreement with the transcriptomic data (Figure 3C), highlighting that glucose metabolism is upregulated in co-culture but also confirming that acetate derives from glycolysis.

### AML cells rewire stromal cell metabolism transferring ROS to obtain acetate

Tracer-based data on MS-5 cells in co-culture revealed that acetate secreted in co-culture derives from glucose (Figure 3D–E). However, transcriptomic data on MS-5 cells in co-culture did not show any upregulation of pyruvate dehydrogenase (PDH), which could convert glucose-derived pyruvate into acetate via acetyl-CoA (Figure 3C). Moreover, acetate secretion was also observed in MS-5 cells grown in thiamine-free media (Figure 4—figure supplement 1A), confirming that the acetate secretion was not dependent on keto acid dehydrogenases (Liu et al., 2018). 

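Of the remaining genes of the PDH complex and its phosphatases in Figure 3C, the mean CPM of Dlat, Pdp1 and Pdp2 changed by less than the SD of either group, and that of Dld by more. Dlat, on GRCm38 chromosome 9, had 60.9 ± 6.81 CPM (SD, n = 3) in MS-5 only and 58.1 ± 7.88 CPM (SD, n = 3) in co-culture, a log2 fold change of -0.07 (standard error 0.16, adjusted p = 0.942 from edgeR's quasi-likelihood test). Dld, on chromosome 12, changed by -0.21 (standard error 0.14, adjusted p = 0.598), and was past the threshold of 0.1, as lower in co-culture, with a covariate for MO2 and MC3 (adjusted p = 0.0702). The phosphatase genes Pdp1 and Pdp2 changed by 0.05 (standard error 0.24, adjusted p = 0.978) and 0.01 (standard error 0.21, adjusted p = 0.993). Dlat, Pdp1 and Pdp2 changed sign when some of the libraries were left out.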

An alternative mechanism of acetate synthesis involving a non-enzymatic oxidative decarboxylation of pyruvate into acetate has previously been described (Liu et al., 2018; Vysochan et al., 2017; Tiziani et al., 2009). This mechanism was reported to be mediated by ROS in mammalian cells and was linked to cells prone to overflow metabolism under the influence of high rates of glycolysis and excess pyruvate. Hence, we investigated whether ROS might play a role in acetate secretion in our co-culture system.

We first modulated ROS levels in human AML cell lines and MS-5 cells cultured alone and in co-culture and measured acetate production. Hydrogen peroxide was used to increase ROS levels and N-acetylcysteine (NAC) was used as a ROS scavenger. Extracellular acetate levels were measured by ^1^H-NMR after 24 hr. Increasing ROS levels with peroxide resulted in a significant increase in acetate production, particularly in SKM-1 and Kasumi-1 cells in co-culture (Figure 4A and Figure 4—figure supplement 1B). This experiment could not be carried out with HL-60 cells as peroxide treatment severely impaired the viability of HL-60 cells, as previously reported (Nogueira-Pedro et al., 2013). Additionally, when the ROS scavenger NAC was used, a decrease in the levels of acetate in both MS-5 cells cultured alone and in all the co-cultured cell lines was observed (Figure 4A and Figure 4—figure supplement 1B). The decrease in acetate levels was additionally confirmed using the ROS-scavenging enzyme, catalase (Figure 4—figure supplement 1C), indicating that acetate synthesis in MS-5 cells in co-culture is mediated by ROS.

**Figure 4.**
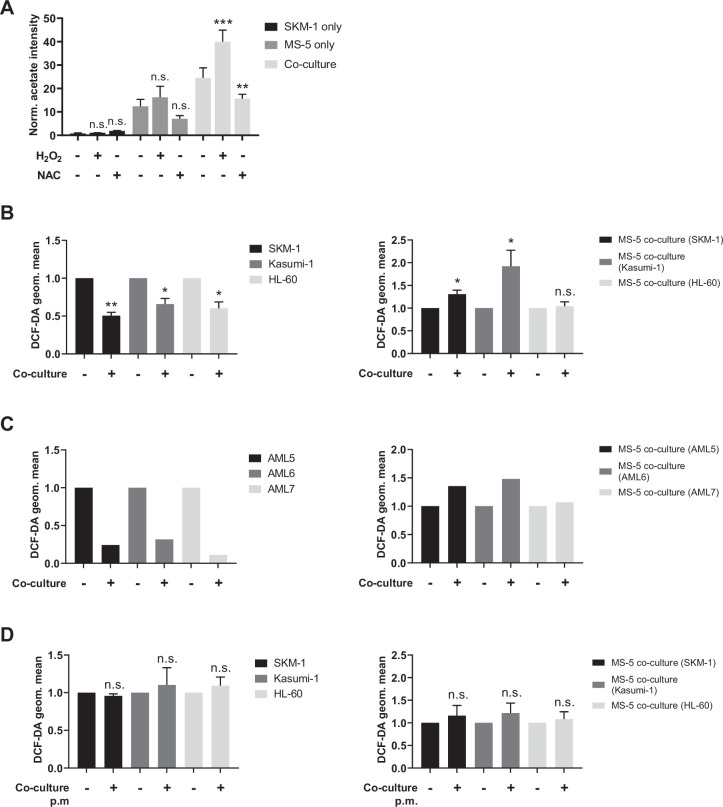
Acetate secretion is linked to ROS transfer from AML to stromal cells. (**A**) Extracellular acetate levels in SKM-1 (black) and MS-5 cells cultured alone (dark grey) and in co-culture (light grey) for 24 hr in a control medium, medium with 50 µM H_2_O_2_ or medium with 5 mM NAC. (**B**, **C** and **D**) Intracellular ROS levels measured by H_2_DCFDA staining in **B** and **D** AML cells or **C** primary patient-derived AML cells and MS-5 cells cultured alone and in co-culture in **B** and **C** direct contact. For **A**, and **B**, bars represent the mean of n=3 independent experiments and error bars represent standard deviations. For **A**, a Dunnett’s multiple comparisons test was performed comparing each condition (H_2_O_2_/NAC) was compared to untreated; for **B** and **D**, an unpaired t test with Welch’s correction was applied comparing co-culture conditions to cells cultured alone. p-Values are represented by n.s. for not significant, * for p-value <0.05, and ** for p-value <0.01. Figure 4—source data 1.Values and tats for panels included in Figure 4.

**Figure 4—figure supplement 1.**
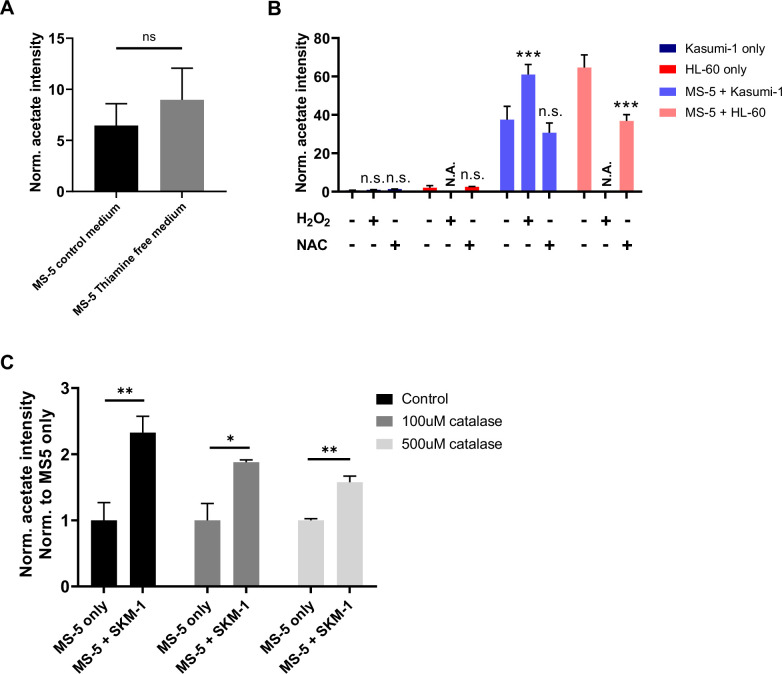
Acetate secretion in thiamine free medium and after modulating ROS levels. (**A**), Extracellular acetate levels in MS-5 cells cultured in control medium (black) or in thiamine-depleted medium (grey) after 24 hr. (**B**), Extracellular acetate levels in Kasumi-1 (navy blue) and HL-60 (red) cultured alone and in co-culture (light blue and light red) for 24 hr in a control medium, medium with 50 µM H_2_O_2_ or medium with 5 mM NAC. Acetate levels for HL-60 cells cultured alone or under co-culture with 50 µM H_2_O_2_ are not shown as treatment 50 µM H_2_O_2_ severely impaired their viability. N.A.=not analysed. (**C**), Extracellular acetate levels in SKM-1 cultured alone and in co-culture for 24 hr in a control medium and medium with 100 µM or 500 µM catalase. For **A** and **B** each bar represents the mean of n=3 independent experiments and error bars represent standard deviation. For **A** and** C**, an unpaired Student’s t-test was applied for each condition. For **B**, a Dunnett’s multiple comparisons test was performed for Kasumi-1 and a Sidak’s multiple comparisons test was performed for HL-60. p-Values are represented by n.s. for not significant. * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 4—figure supplement 1—source data 1.Acetate values and stats for MS5 cells in thiamine-free medium vs control (A), for Kasumi and HL-60 +/-NAC or H2O2 alone vs coculture (B), and for MS-5 cells with different concentrations of catalase (C).

Next, we compared intracellular ROS levels in AML and MS-5 cells in co-culture and cultured alone by labelling cells with the H_2_DCFDA fluorescent dye. Our data showed that ROS levels in the three human AML cell lines used were significantly decreased in co-culture, whilst in the stromal cells ROS levels were significantly increased in two of the three co-cultures (Figure 4B). These results suggested that AML cells might transfer ROS to stromal cells. We also performed the same experiment using three primary AML samples to corroborate the previous result. Fluorescence analysis showed decreased ROS levels in AML samples in co-culture and increased ROS levels in MS-5 cells in co-culture for the three primary AML samples analysed (Figure 4C), suggesting ROS transfer from AML cells to stromal cells in co-culture.

To further test whether AML cells might transfer ROS through a contact-dependent mechanism, we compared the intracellular ROS levels in AML and stromal cells cultured alone and co-cultured without direct contact using a permeable membrane. Fluorescence measurements in both cell types revealed that ROS levels remained unaltered in contact-free co-cultures (Figure 4D), indicating that ROS transfer could only occur via a contact-dependent mechanism.

Our results indicate that AML cells transfer ROS to stromal cells leading to acetate production, and that the ROS transfer and acetate production is dependent on contact between the two cell types.

### AML cells rewire stromal cell metabolism transferring ROS via gap junctions to obtain acetate

It has previously reported that haematopoietic stem cells can transfer ROS to stromal cells via gap junction to prevent senescence (Taniguchi Ishikawa et al., 2012), thus, we decided to examine gap junction genes in the transcriptome of MS-5 cultured alone and in co-culture. 

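Among the gap junction genes of Figure 5A, Gja1, Gja5, Gjb5 and Gjc1 were compared between co-culture and MS-5 only. By edgeR's quasi-likelihood test, 0 of these 4 genes had an adjusted p-value under 0.1, whether adjusted over all genes tested or over the 4 genes alone, and 0 had an unadjusted p under 0.05. Under the replicate block, or with a covariate for MO2 and MC3, 0 passed as well. The log2 fold change was positive in Gja5 and Gjb5 and negative in Gja1 and Gjc1. Gja5 (GRCm38 chromosome 3, 96904693 to 97077416) was counted 5, 15 and 10 times in MO1, MO2 and MO3 and 29, 10 and 18 times in MC1, MC2 and MC3, a log2 fold change of 0.69 (standard error 0.53, adjusted p = 0.667). Its level is uncertain at so few counts. Gjb5 (chromosome 4, 127354809 to 127358181) had 19, 10 and 12 counts in MS-5 only and 40, 18 and 23 in co-culture, a log2 fold change of 0.71 (standard error 0.49, adjusted p = 0.612). Gja1 (chromosome 10, 56377330 to 56402513), with the most counts of the 4, had 245 ± 50.0 CPM (SD, n = 3) in MS-5 only and 179 ± 35.5 CPM (SD, n = 3) in co-culture, a log2 fold change of -0.45 (standard error 0.22, adjusted p = 0.425). For each of the 4 genes the difference was not detectable against the spread of 3 libraries per group.

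**Figure D5:**
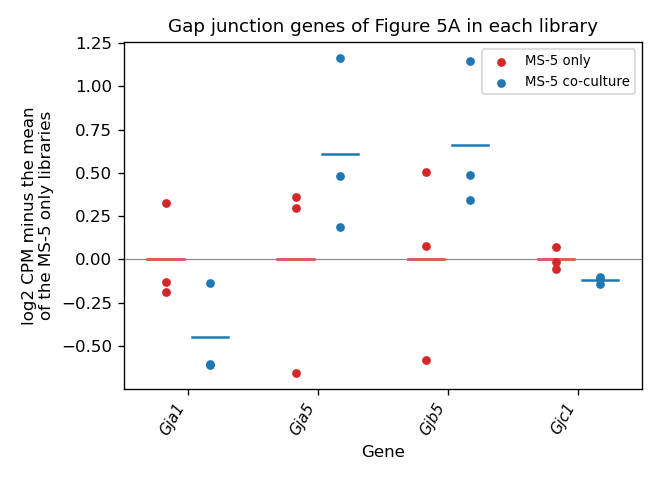
log2 CPM of Gja1, Gja5, Gjb5 and Gjc1 in each library, minus the mean of the MS-5 only libraries. Red points are MS-5 only, blue points are MS-5 co-culture, and bars are the means of the 3 libraries of each group. Points of the groups overlap for each gene but Gjc1, whose co-culture libraries lie just below MS-5 only (log2 fold change -0.12).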

When individually examining the gap junction genes in MS-5 cells cultured alone vs co-culture, we found several gap junction genes upregulated in co-culture such as *Gja5, Gja8, Gjb5,* and *Gjc2* (Figure 5A). These results suggest that AML cells might establish gap junction interactions to transfer ROS to MS-5 cells when in co-culture. To test this hypothesis, we used the calcein-AM dye, which can only be transferred via gap junctions (Kouzi et al., 2020). We labelled MS-5 cells with calcein-AM, cultured them with unlabelled AML cells and analysed the fluorescence of AML cells after three hours. We found that, for the three human AML cell lines tested, the percentage of cells that had incorporated the calcein-AM dye from MS-5 cells was larger than 80% (Figure 5B and Figure 5—figure supplement 1A), indicating that AML cells can establish gap junctions with stromal cells when co-cultured in direct contact.

**Figure 5.**
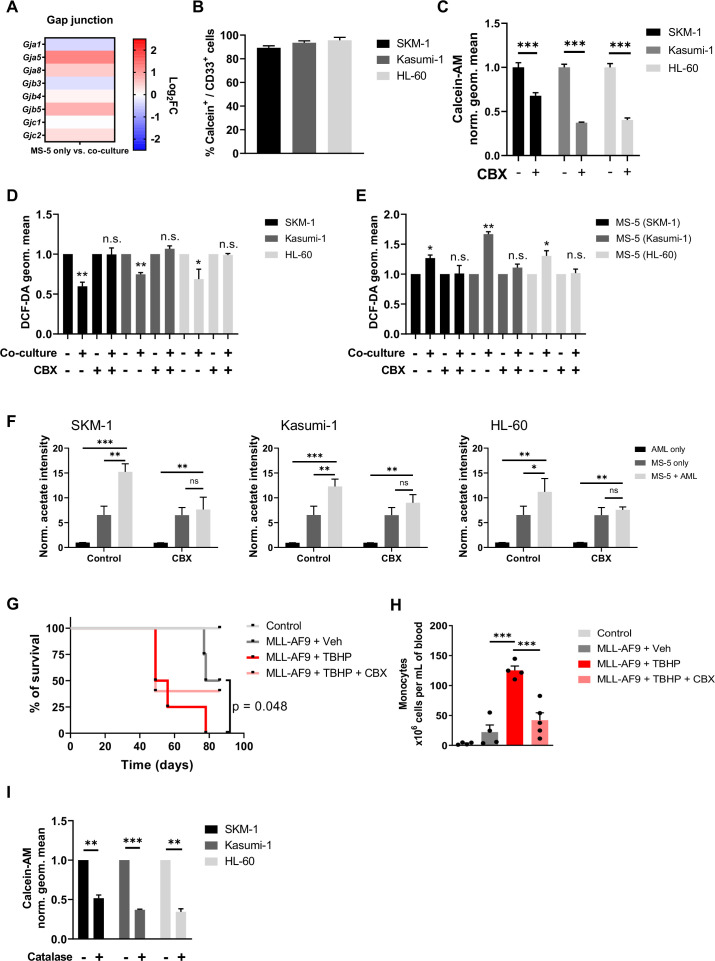
Acetate secretion is linked to ROS transfer from AML to stromal cells via gap junctions. (**A**) Fold change (FC) values of detected gene transcripts (TPMs) related to gap junctions. FC values are represented as log_2_FC, red values indicate upregulation and blue values indicate downregulation in MS-5 cells in co-culture. (**B**) Frequencies of Calcein-AM and CD33 positive AML cell lines after being in co-culture with Calcein-AM stained MS-5 cells for 3 hr . (**C**) Geometric mean of Calcein-AM fluorescence in CD33 positive AML cells (treated or untreated with 200 µM carbenoxolone for 24 hr) after being in co-culture with Calcein-AM stained MS-5 cells for 3 hr . (**D** and **E**) Intracellular ROS levels measured by H_2_DCFDA staining in **D** AML cells and **E** MS-5 cells cultured alone and in co-culture in direct contact treated or untreated with 200 µM carbenoxolone for 24 hr. (**F**) Extracellular acetate levels in AML cells (black) and MS-5 cells cultured alone (dark grey) and in co-culture (light grey) for 24 hr in a control medium, or medium with 200 µM CBX. (**G**) Survival rate of C57BL6/J mice transplanted with bone marrow nucleated cells isolated from WT control or MLL-AF9^+^ leukemic donors, treated with 500 µmol/kg of ROS-inducer tert-Butyl hydroxyperoxide (TBHP) alone or in combination with 30 mg/kg of gap-junction inhibitor carbenoxolone (CBX). Statistics indicate results of log-rank test for comparisons of Kaplan-Meier survival curves versus recipients of MLL-AF9^+^ cells treated with vehicle. (**H**) Number of monocytes per mL of peripheral blood (PB) at endpoint analysis, measured with Procyte hematological analyzer (IDEXX BioAnalytics). (**I**), Geometric mean of Calcein-AM fluorescence in CD33 positive AML cells (treated or untreated with 500 µM catalase for 24 hr) after being in co-culture with Calcein-AM stained MS-5 cells for 3 hr. For (B, **C**, **D, E, F, H** and **I**) bars represent the mean of n=3 independent experiments and error bars represent standard deviations. For (**C**, **D, E, F, H** and **I**) an unpaired Student’s t-test was applied for each condition. For **G**, a Gehan–Breslow–Wilcoxon test was applied. p-Values are represented by n.s. for not significant, * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 5—source data 1.Values and stats for all panels included in Figure 5.

**Figure 5—figure supplement 1.**
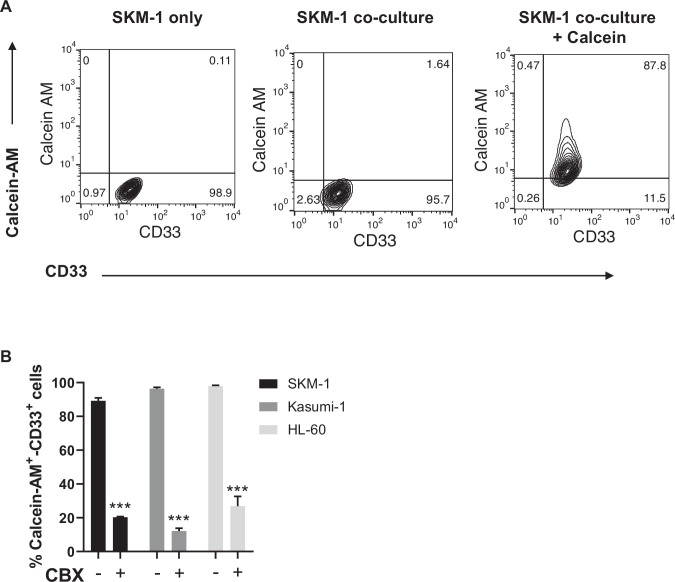
Calcein-AM and CD33 staining in SKM-1. (**A**) Flow cytometry diagrams showing CD33 and calcein-AM green fluorescence in SKM-1 cells cultured alone or SKM-1 cells in co-culture with/without Calcein-AM-stained MS-5 cells after 3 hr. Frequencies of gated cell populations are indicated. (**B**) Frequencies of Calcein-AM and CD33 positive AML cell lines untreated or treated with 200 µM CBX 21 hr prior to being in co-culture with Calcein-AM stained MS-5 cells for 3 hr. Bars represent the mean of n=3 independent experiments and error bars represent standard deviations. (n=3). An unpaired Student’s t-test was applied for comparing treated vs. untreated cells. p-Values are represented by n.s. for not significant. * for p-value <0.05, ** for p-value <0.01 and *** for p-value <0.001. Figure 5—figure supplement 1—source data 1.Percentage and stats for Calcein-AM +CD33 cells.

Next, we decided to confirm that AML cells can transfer ROS via gap junctions by inhibiting the gap junctions using carbenoxolone (CBX), a well-known gap junction inhibitor (Kouzi et al., 2020; Davidson et al., 1986; Davidson and Baumgarten, 1988). We first confirmed that efficiency of inhibition by analysing the calcein-AM dye transfer in a control and treated co-culture of the three human AML cell lines and MS-5 cells. The CBX treatment significantly reduced fluorescence levels and the percentage of cells with calcein-AM for all the human AML cell lines (Figure 5C and Figure 5—figure supplement 1B). We then compared intracellular ROS levels in both AML and stromal cells treated with CBX. CBX treatment abrogated the decrease in ROS levels in the three human AML cell lines (Figure 5D) and the increase of ROS levels in MS-5 mouse stromal cells (Figure 5E), indicating inhibition of ROS transfer in CBX treated co-cultures.

To get definitive proof that the formation of gap junctions is required for the metabolic re-wiring of stromal cells, we measured acetate production in AML cells and MS-5 cells cultured alone and in co-culture in the presence of CBX. Extracellular acetate levels were measured by ^1^H-NMR after 24 hr. We found that inhibition of gap junctions by CBX treatment resulted in a decrease in acetate levels when mouse stromal cells were co-cultured with human AML cell lines compared to untreated co-cultures, indicating that indeed acetate secretion is dependent on the formation of gap junctions between AML and stromal cells (Figure 5F).

Moreover, to determine whether in an in vivo setting, the inhibition of gap junctions could counteract the effect of ROS in leukaemia progression, we turned to our MLL-AF9 mouse model. C57BL/6 J WT mice were transplanted with BM of MLL-AF9^+^ mice and then treated either with a potent ROS inducer, tert-Butyl hydroperoxide (TBHP) (Kumar, 2007; Fatemi et al., 2013), or with TBHP in combination with CBX. Our results showed that TBHP treatment accelerated the development of overt AML, reducing the survival of the recipient mice, with the number of monocytes in blood five times higher than vehicle-treated leukaemic mice at the end-point analysis (Figure 5G and H). In contrast, mice receiving both, TBHP and CBX, displayed survival and monocyte counts similar to vehicle-injected leukaemic mice. These experiments indicate that gap junction inhibition at least partially reduces the enhancing effect of ROS in the development of AML.

Once confirmed that acetate secretion is dependent of direct contact through gap junctions and ROS, we then sought to get further insight in the order of events and determine whether gap junctions are upregulated first, leading to increase ROS intake and metabolic re-wiring or whether the acetate production and gap junction formation were due to increased ROS. To discern between these two possibilities, we labelled MS-5 mouse stromal cells with calcein-AM, cultured them with unlabelled human AML cells in the presence of catalase and analysed the fluorescence of AML cells after three hours. We found that, for the three human AML cell lines tested, the calcein-AM transfer was reduced between 50 and 70% compared to cells co-cultured without the ROS scavenger (Figure 5I), indicating that ROS is required for the establishment of gap junctions between AML and stromal cells.

Overall, our results indicate that ROS is required for the upregulation of gap junctions facilitating in this way its transfer to stromal cells for acetate production and that inhibition of gap junctions affects acetate secretion by stromal cells (Figure 6).

**Figure 6.**
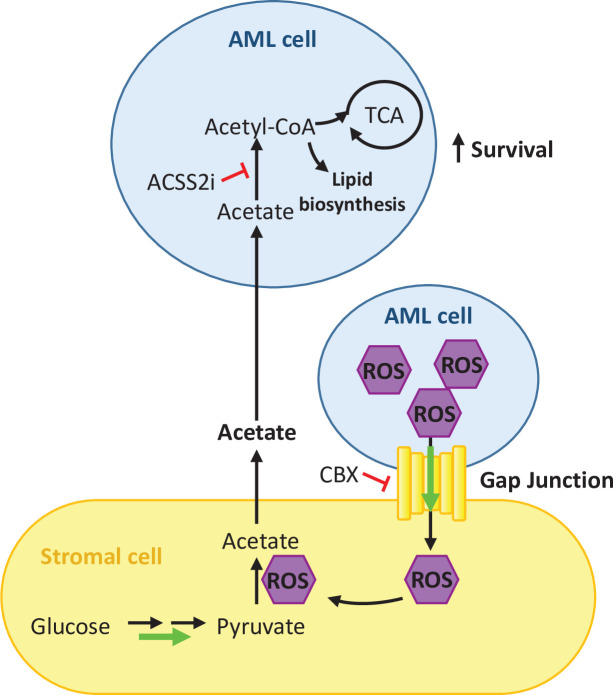
Schematic summary of our findings. AML cells present high levels of ROS that activate the formation of gap junctions. ROS is transferred from AML cells to stromal cells through these gap junctions and it is utilised by stromal cells to convert pyruvate into acetate. Acetate is secreted from the stromal cells and uptake it by AML cells. In AML cells, imported acetate is used to feed the TCA cycle as well as for lipid biosynthesis, promoting the survival of the AML cell.

## Discussion

AML cells are known to interact and remodel niche cells through various mechanisms, including the secretion of soluble factors, cytokines or metabolites, resulting in a better support of AML cells at the expense of normal haematopoiesis. Yet, metabolic crosstalk studies between AML and stromal cells remain scarce. Here, we have identified a novel metabolic communication between AML and stromal cells mediated by acetate. Our in vivo data shows high acetate levels in the bone marrow extracellular fluid of AML but not in healthy control mice, indicative of a potential role for acetate in AML development. Our in vitro data suggests that AML cells can modulate stromal cells into secreting acetate in co-culture, by rewiring stromal cell metabolism, and can then utilise acetate to feed their own TCA cycle and for lipid biosynthesis. Mechanistically, our data revealed that acetate secretion involves not only a higher glycolytic rate in stromal cells but is also a likely consequence of the non enzymatic ROS-mediated conversion of pyruvate to acetate., which was supported by the fact that MS-5 cells grown in thiamine-free media were still capable to produce acetate. Furthermore, our data indicates that AML cells can diminish their ROS levels by establishing gap junctions with stromal cells facilitating ROS transfer to stromal cells.

Studying the interactions between cancer cells and their microenvironment in terms of metabolism has become an exciting new field of cancer research. Our data indicates that AML cells can influence the metabolism of stromal cells causing increased acetate secretion, which was not observed in healthy counterparts.

We present several lines of evidence suggesting that stromal cells but not AML cells are responsible for acetate secretion: (i) stromal cells cultured alone secreted acetate, whilst AML cell lines and primary AML cells did not; (ii) after separating stromal cells from co-culture with AML cell lines, stromal cells continued to secrete acetate at a similar rate to that observed in co-culture; and, (iii) glycolysis was upregulated in stromal cells in co-culture, and glucose was found to be the precursor of the secreted acetate in co-culture. Thus, although some alternative metabolic rewiring in AML cells dependent on the direct contact with stromal cells cannot be discarded, our data strongly suggests stromal cells secreting acetate as the main pathway. Although we cannot provide an absolute proof that AML cells consume the acetate specifically secreted by stromal cells, our data adding ^13^C-labelled acetate to co-cultured AML cells and showing label incorporation in several TCA cycle metabolites and in lipid metabolism exclusively in AML cells, strongly supports this hypothesis. Interestingly, acetate has been reported as an alternative fuel for cancer cells (Lyssiotis and Cantley, 2014; Comerford et al., 2014), especially under low oxygen conditions or lipid depletion (Gao et al., 2016; Schug et al., 2015; Yoshii et al., 2009), but it has not previously been described to participate in crosstalk between any type of cancer cells and their microenvironment. Nonetheless, other monocarboxylate metabolites, such as lactate and alanine, have been reported to participate in different types of metabolic interplay between stromal and cancer cells (Sousa et al., 2016; Sonveaux et al., 2008; Whitaker-Menezes et al., 2011). Our work reveals that aside from lactate and alanine, other monocarboxylate metabolites, such as acetate, can be utilised by leukaemic cells as a biofuel. Although acetate usage to feed the TCA cycle had already been described in AML (Saborano et al., 2019) and other types of cancer (Schug et al., 2015; Mashimo et al., 2014), this is, to our knowledge, the first report of AML cells utilising acetate secreted by stromal cells in co-culture.

We have also proposed a mechanism for the altered stromal cellular metabolism, involving increased glycolysis and the ROS-mediated chemical conversion of pyruvate to acetate. Transcriptomic data showed that glycolysis is upregulated in stromal cells in co-culture, and tracer-based metabolism using [U-^13^C]glucose, demonstrated that more label gets incorporated into acetate in stromal cells in co-culture compared to either AML or stromal cells cultured alone. Enrichment of hypoxia genes and elevated Pdk expression have been reported to be related to higher glycolytic activity (Testa et al., 2016; Kocabas et al., 2015; Takubo et al., 2013). Additionally, published single-cell transcriptomic data of stroma cells in vivo by the group of Scadden, has shown three specific clusters which have upregulated glycolysis and hypoxia pathways (Baryawno et al., 2019). In particular, the osteoprogenitor cluster was shown to be upregulated in leukaemic mice and shared the same hallmark gene sets that MS-5 in co-culture (TNFα, Hypoxia, allograft rejection, glycolysis, IFNγ, K-RAS, complement, epithelial to mesenchymal transition and IL2-STAT5) (Baryawno et al., 2019). Similarly, other cancer cells Shan et al., 2017; Migneco et al., 2010; Pavlides et al., 2009; Cruz-Bermúdez et al., 2019 have also been shown to modulate stromal metabolism by increasing glycolysis. The proposed mechanism, involving higher glycolysis and pyruvate conversion to acetate via ROS, was further supported by increasing and lowering ROS levels in co-culture in our studies. Lowering ROS levels reduced the acetate secretion of MS-5 cells in co-culture to similar levels as when MS-5 cells are cultured alone, highlighting the implication of ROS in acetate secretion in co-culture.

AML cells are known to exhibit high levels of ROS (Hole et al., 2013; Robinson et al., 2020). However, our data has shown that AML cells in co-culture present lower levels of ROS than AML cells cultured alone, which is in agreement with recent studies in primary AML and mesenchymal stromal cell co-cultures (Forte et al., 2020; Vignon et al., 2020). The current mechanisms to describe this phenomenon involve mitochondrial transfer and activation of glutathione-related antioxidant pathways (Forte et al., 2020; Vignon et al., 2020), although previous data on haematopoietic stem cells (HSCs) revealed that HSCs can directly transfer ROS via gap junctions to stromal cells (Taniguchi Ishikawa et al., 2012). Interestingly, our data showed that the decrease in ROS levels was counteracted by inhibiting contact between MS-5 and AML cells using a permeable membrane. We also found several gap junction genes upregulated in stromal cells in co-culture. Moreover, we prevented ROS transfer from AML to stromal cells by using the gap junction inhibitor CBX (Kouzi et al., 2020; Davidson et al., 1986; Davidson and Baumgarten, 1988), which abolished the increase in extracellular acetate level in co-cultures in vitro and partially reduced the effect of ROS inducers (TBHP) in the aggravation of AML in vivo. Thus, our results suggest that ROS transfer via gap junctions, at least partially, mediates the mechanism behind AML cells presenting lower levels of ROS in co-culture.

Overall, this work reveals a unique and novel metabolic communication between AML and stromal cells that involves acetate as the main crosstalk metabolite. We showed that AML cells are capable of modulating the metabolism of stromal cells by transferring ROS via gap junctions resulting in an increased secretion of acetate and its subsequent accumulation in the extracellular medium, which correlates with the observation of higher acetate levels in the bone marrow extracellular fluid of AML mice compared to control mice. Furthermore, we found that AML cells can consume acetate and use it to feed the TCA cycle and for lipid biosynthesis. We believe our findings provide a better understanding of how AML cells communicate with stromal cells and could serve as a basis for the development of novel therapeutic strategies to target AML cells by modulating gap junction formation or modulating acetate use as an adjuvant therapy.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*, females)	C57BL/6 J	The Jackson Laboratory	RRID:IMSR_JAX:000664	
Strain, strain background (*Mus musculus*, males)	MLL-AF9	The Jackson Laboratory	RRID:IMSR_JAX:009079	Wild type littermates used as controls
Cell line (*Homo sapiens*)	SKM-1	DMSZ	DMSZ ACC 547; RRID: CVCL_0098	
Cell line (*Homo sapiens*)	Kasumi-1	DMSZ and a gift from the laboratory of C.Bonifer (UoB)	DMSZ ACC 220; RRID: CVCL_0589	
Cell line (*Homo sapiens*)	HL-60	ATCC	ATCC CCL-240 RRID: CVCL_0002	
Cell line (*Mus musculus*)	MS-5	Gift from the laboratory of JJ Schuringa (Groninger University)	DMSZ ACC 441 RRID:CVCL_2128	
Cell line (*Homo sapiens*)	HeLa	ATCC	ATCC CCL-2 RRID: CVCL_0030	
Antibody	CD33 (mouse monoclonal, clone P67.6)	eBioscience	48-0337-42	1:100
Antibody	anti-CD34 APC (mouse monoclonal)	BD Biosciences	560940	10 ul per 10 million cells
Antibody	anti-CD38 FITC (mouse monoclonal)	BD Biosciences	555459	10 ul per 10 million cells
Chemical compound, drug	tert-Butyl hydroxyperoxide (TBHP)	Sigma/Merck	478139	
Chemical compound, drug	carbenoxolone (CBX)	Sigma-Aldrich	C4790	For in vitro experiments
Chemical compound, drug	carbenoxolone (CBX)	Thermofisher	J63714.03	For in vivo experiments
Chemical compound, drug	Catalase	Sigma-Aldrich	C100	
Chemical compound, drug	2′,7′-Dichlorofluorescin diacetate (DCFH-DA)	Sigma-Aldrich	D6883	
Chemical compound, drug	H_2_O_2_	Merck	386790	
Chemical compound, drug	N-acetylcysteine (NAC)	Merck	106425	
Chemical compound, drug	Calcein-AM green	Invitrogen	C1430	
Chemical compound, drug	CellTrace carboxyfluorescein succinimidyl ester (CFSE)	Invitrogen	C34570	
Chemical compound, drug	ACSS2i	Selleck	S8588	
Chemical compound, drug	Cytarabine (AraC)	Sigma-Aldrich	C1768	
Chemical compound, drug	[U-^13^C]Glucose	CortecNet	CC860P1	
Chemical compound, drug	[2-^13^C]acetate	Sigma-Aldrich	279315–1 G	
Other	CD34 magnetic microbeads	Miltenyi Biotec	130-046-702	Please see Materials and Methods section under Primary Patient samples
Other	CD117 magnetic microbeads	Miltenyi Biotec	130-091-332	Please see Materials and Methods section under Primary Patient samples
Sequence-based reagent	*Hk2* q PCR primers	Sigma-Aldrich	NM_013820	KiCqStart primers KSPQ12012
Sequence-based reagent	*Pdhx* q PCR primers	Sigma-Aldrich	NM_175094	KiCqStart primers KSPQ12012
Sequence-based reagent	*Pdk1* q PCR primers	Sigma-Aldrich	NM_172665	KiCqStart primers KSPQ12012
Sequence-based reagent	*Pdk2* q PCR primers	Sigma-Aldrich	NM_133667	KiCqStart primers KSPQ12012
Sequence-based reagent	*B2m* qPCR primers	Thermo Fisher Scientific	NM_009735.3	
Software.algorithm	Flowjo	BD-Bioscience		
Software.algorithm	MetaboLab software within the MATLAB environment (MathWorks).	Ludwig and Günther, 2011 . https://doi.org/10.1186/1471-2105-12-366		https://www.ludwiglab.org/software-development
Software.algorithm	Chenomx 7.0 software (Chenomx Inc)	Chenomx Inc https://www.chenomx.com/		
Software.algorithm	FastQC 0.11.7 software	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/		
Software.algorithm	Kallisto 0.43.0 software	Bray et al., 2016		https://pachterlab.github.io/kallisto/
Software.algorithm	R statistical package Sleuth 0.30.0	Pimentel et al., 2017		https://github.com/pachterlab/sleuth
Software.algorithm	the R statistical package fgsea 1.10.0	http://bioconductor.org/packages/release/bioc/html/fgsea.html		
Software.algorithm	R statistical package BioMart 2.40.3	https://bioconductor.org/packages/biomaRt		
Software.algorithm	GraphPad version 8	https://www.graphpad.com/		

### Cell lines

The human AML cell lines (SKM-1, Kasumi-1, and HL-60), the mouse stromal cell line (MS-5) and the human cervical cancer cell line (HeLa) were cultured in RPMI 1640 media supplemented with 15% (v/v) FBS, 2 mmol/L L-glutamine and 100 U/ml Penicillin/Streptomycin (all from Thermo Fisher Scientific). Co-cultures were plated in a 4:1 AML-stromal ratio, and 750,000 cells/ml density of AML cells over confluent stromal cells. Prior to cell extraction for NMR, RNA collection or protein extraction, a suspension of 10 million AML cells was collected, the stromal layer was washed with PBS and was subject to mild trypsinisation with 1:5 dilution of 0.25% Trypsin 1 mM EDTA (Thermofisher) to remove attached residual leukaemic cells before completely detaching stromal cells with 0.25% Trypsin-EDTA. Micoplasma test using MycoAlert (Lonza) was performed every three months in all cell lines.

### Primary patient samples

AML and PBMC primary specimens’ procedures were obtained in accordance with the Declaration of Helsinki at the University Medical Center Groningen, approved by the UMCG Medical Ethical Committee or at the University Hospital Birmingham NHS Foundation Trust, approved by the West Midlands – Solihull Research Ethics Committee (10 /H1206//58).

Additional information about the primary AML samples used in this study can be found in Supplementary file 1. Peripheral blood (PB) and bone marrow samples from AML patients and healthy donors were obtained in heparin-coated vacutainers. Mononuclear cells were isolated using Ficoll-Paque (GE Healthcare) and stored at –80 °C.

For AML1-2 and PBMC1-2, samples were thawed and resuspended in newborn calf serum (NCS) supplemented with DNase I (20 Units/mL) (Roche), 4 mM MgSO_4_ (Sigma-Aldrich) and heparin (5 Units/mL) (Ziekenhuis Apotheek Midden-Brabant) and incubated on 37 °C for 15 min. For AML1 and PBMC1, cells were sorted after thawing by fluorescence-activated cell sorting (FACS) for the CD34 +CD38- population using 10 μL of anti-CD34 APC (560940, BD Biosciences), 10 μL of anti-CD38 FITC (555459, BD Biosciences) and 10 μL of DAPI (D1306, Thermo Fisher Scientific) per 10 million cells. Cells were sorted using a Sony SH800S (Sony) sorter. For AML2 and PBMC2, cells were thawed and the CD34 +population was sorted by magnetic-activated cell sorting (MACS) using 10 μL of anti-CD34 microbeads (130-046-702, Miltenyi) per million of expected CD34 cells following manufacturer’s protocol.

AML1-2, PBMC1-2, and MS-5 cells were cultured alone and in co-culture in a 4:1 AML/PBMC-stromal ratio and 500,000 cells/mL density in α-MEM (Gibco) with 12.5% (v/v) FCS (Sigma-Aldrich), 1% (v/v) Pen/Strep (Thermo Fisher Scientific), 12.5% (v/v) Horse serum (Invitrogen), 0.4% (v/v) β-mercaptoethanol (Merck Sharp & Dohme BV) and 0.1% hydrocortisone (H0888, Sigma-Aldrich). For AML1 and AML2, the medium was supplemented with 0.02 μg/mL of IL-3 (Sandoz), 0.02 μg/mL NPlate (Amgen), and 0.02 μg/mL of G-CSF (Amgen). CD34^+^ cells from PBMC1 and PBMC2 the medium was supplemented with 100 ng/ml of human SCF (255-SC, Novus Biologicals), 100 ng/ml of NPlate , 100 ng/ml of FLT3 ligand (Amgen) and 20 ng/ml of IL-3. Samples of medium were collected at 0 and 48 hr.

AML3 - 7 and PBMC3 were thawed and kept in culture for 16–24 hr in Stem Span H3000 media (STEMCELL Technologies) supplemented with 50 μg/ml ascorbic acid (Sigma-Aldrich), 50 ng/ml human SCF (255-SC-010, R&D Systems), 10 ng/ml human IL-3 (203-IL-010, R&D Systems), 2 units/ml human-erythropoietin (100–64, PeproTech), 40 ng/ml insulin-like growth factor 1 (IGF-1) (100–12, PeproTech), 1 μM dexamethasone (D2915, Sigma-Aldrich), and 100 μg/ml primocin (ant-pm-2, Invivogen). CD34 +cKit + cells from AML and healthy controls were purified using magnetic microbeads (130-046-702 (CD34) and 130-091-332 (CD117), Miltenyi Biotec). Cells were cultured in the supplemented Stem Span media for 24 hr prior to co-culture setting. Co-cultures were plated with a 4:1 leukaemic to stromal cells ratio and a 300,000 cells/ml density in supplemented Stem Span medium. Samples of leukaemic/healthy cells and MS-5 cells alone were also cultured in supplemented Stem Span media as controls. Samples of medium were collected at 0 and 48 hr.

### In vivo experiments

#### Animals and transplantation

Twelve weeks old C57BL6/J female mice (The Jackson Laboratory) were lethally irradiated with 9 Gy (2 doses of 4.5 Gy separated by 3 hr) using an X-RAY source (Rad Source’s RS 2000). Mice were transplanted by intravenous injection 4 hr after with 2x10^6^ bone marrow (BM) nucleated cells isolated as previously described (Arranz et al., 2014) from leukemic male mice heterozygous for MLL-AF9 knock-in fusion transgene or wild-type (WT) control male littermates (Corral et al., 1996). Male transgenic and WT control MLL-AF9 were purchased from The Jackson Laboratory (Stock No: 009079) and were 6 months old when euthanized to allow development of signs of leukemic transformation driven by the MLL-AF9 fusion oncogene in transgenic animals. MLL-AF9 expression in BM cells derived from transgenic donors results in development of AML with high blast counts in recipients.

#### Extraction of bone marrow extracellular fluid

Recipients were euthanized 6 months after the transplant, bone marrow from femur and tibia was flushed with a syringe in 150 µL of cold PBS and centrifuged at 15,000 g for 10 min at 4 °C. The supernatant made of bone marrow extracellular fluid (BMEF) was kept for analysis of acetate level.

### Pharmacological treatments

Treatments started 6 weeks after transplantation of MLL-AF9^+^ or WT BM nucleated cells into C57BL6/J female recipients. Mice were daily injected intraperitoneally with 500 µmol/kg of ROS enhancer tert-Butyl hydroxyperoxide (TBHP) or PBS as described previously (Fatemi et al., 2013). A group of mice were treated with TBHP and in addition injected intraperitoneally every other day (Monday, Wednesday and Friday) with 30 mg/kg of gap-juction inhibitor carbenoxolone (CBX) (Kouzi et al., 2020). Animals were terminated when they reached 100x10^6^ white blood cells per mL of PB or when moribund. Eight days after a whole experimental group was terminated, the rest of animals were terminated. Time elapsed between the start of the treatment and termination was used for Kaplan-Meier analysis of survival rate. Peripheral blood was obtained from the heart at the endpoint and analyzed using a Procyte hematological analyzer (IDEXX BioAnalytics).

Sample size was calculated according to standard deviations from the means of parameters in groups under study, 5% significance level, power of 90%, and two-tailed T test. Standardised effect size (signal/noise ratio) = (Mean1-Mean2)/SD is expected to be higher than 2.2. Randomization: Mice were randomized to treatment groups. Mice of the same sex and age were used to control for covariates. No blinding was performed due to regulations at the Animal Facilities of the UiT – The Arctic University of Norway and the University of Oslo. Animals that showed symptoms of unrelated disease were excluded of the study (1 mouse). Criteria applied for mouse termination before the established end point were in accordance with the Norwegian Food and Safety Authority. Outliers were not removed. ARRIVE guidelines were followed.

Experiments were conducted with the ethical approval of the Norwegian Food and Safety Authority. Animals were housed under specific opportunistic and pathogen free environment at the Section of Comparative Medicine at the University of Oslo, Norway, and the Unit of Comparative Medicine at UiT - the Arctic University of Norway.

### Proliferation analysis using CFSE

The CellTrace carboxyfluorescein succinimidyl ester (CFSE) Cell Proliferation Kit (C34570, Invitrogen) was used to assess proliferation of AML cells following the manufacturer’s protocol. AML cells were stained and their fluorescence was assessed before dividing the bulk of cells into culturing them alone or with MS-5 cells for 48 hr. Small aliquots of cells after 24 and 48 hr were analysed by flow cytometry. Flow cytometry analysis was carried out in a CyAn ADP flow cytometer (Beckman Coulter). Data analysis was performed using the FlowJo software package (BD).

### Cellular ROS measurements using DCFH-DA

Cellular ROS was measured by incubating cells with 100 µM 2′,7′-Dichlorofluorescin diacetate (DCFH-DA) (D6883, Sigma-Aldrich) in Hank’s Balanced Salt Solution (HBSS) (Thermo Fisher Scientific) at 37 °C for 30 min protected from light. Cells were then harvested and stained with 5 μg/μL anti-human CD33 eFluor 450 (eBioscience, P67.6) for 30 min at 4 °C before flow cytometry analysis as previously described.

### Thiamine-free medium comparison

Thiamine-free medium (R9011-01, United States Biological) was prepared as per manufacturer instructions and supplemented with 10% dialised FBS.

MS-5 cells were cultured in thiamine-free medium or control RPMI medium for 4 days prior to the experiment. Cells were then seeded with fresh thiamine-free or control RPMI medium and incubated for 24 hr. Samples of medium were collected at 0 and 24 hr and kept at –80 °C.

### ROS-related treatments with H_2_O_2_ and NAC

SKM-1, Kasumi-1, HL-60 and MS-5 cells cultured alone and in co-culture were incubated for 24 hr in 50 μM H_2_O_2_ (Merck) complete cell culture medium, 5 mM N-acetylcysteine (NAC) (106425, Merck) complete cell culture medium or control medium. Samples of medium were collected at 0 and 24 hr and kept at –80 °C.

### Calcein-AM dye transfer assay

Functional gap junction presence was evaluated using the fluorescent dye Calcein-AM green (Invitrogen, C1430) adapting a previously established protocol (Kouzi et al., 2020). MS-5 cells were stained with 500 nM Calcein-AM dye in complete cell culture medium for 1 hr at 37 °C. Stained cells were washed with serum-free medium for 30 min at 37 °C before being co-cultured with AML cells for 3 hr. AML cells were then harvested and stained with 5 μg/μL anti-human CD33 eFluor 450 (eBioscience, P67.6) for 30 min at 4 °C before flow cytometry analysis as previously described. Calcein-AM dye transfer was quantified as the frequency of CD33^+^ and Calcein-AM^+^ cells or as the geometric mean of FITC channel.

### Carbenoxolone and catalase treatments

Carbenoxolone (CBX) disodium salt (C4790, Sigma-Aldrich) was prepared fresh at 200 μM in cell culture medium. Catalase (C100, Sigma-aldrich) was prepared fresh at 10 mg/ml in PBS and filtered sterilized. Cells were resuspended in the CBX medium or media containing catalase at 100 μg/ml or 500 μg/ml and cultured alone or in co-culture for 24 hr prior to ROS, Calcein-AM dye transfer experiments or medium collection.

### Tracer-based NMR experiments

[U-^13^C]Glucose (CC860P1, CortecNet) was added to RPMI 1640 medium without glucose (11879020, Merck) to a final concentration of 2 g/L (as in the complete cell culture medium) and was supplemented as usual with 15% (v/v) FBS, 2 mmol/L L-glutamine and 100 U/mL Pen/Strep. The medium was prepared fresh and was filtered with a 0.2 μm syringe filter (Sartorius) before each experiment.

4 mM sodium [2-^13^C]acetate (279315–1 G, Sigma-Aldrich) was added to complete cell culture medium and the medium was filtered with a 0.2 μm syringe filter before each experiment. Cells were incubated for the time indicated in each experiment before separation of cells and/or metabolite extraction. Unlabelled samples were prepared as a control for 2D-NMR experiments and to measure acetate consumption by adding unlabelled sodium acetate trihydrate (1.37012, Merck) to complete cell culture medium before metabolite extraction or collection of medium samples.

### Metabolite extraction

Suspension cells and detached adherent cells were washed with PBS before being rapidly resuspended in 400 µl of HPLC grade methanol pre-chilled on dry ice. Samples were transferred to glass vials and were subject to 10:8:10 methanol-water-chloroform extraction as described in Saborano et al., 2019. Polar phase samples were evaporated in a SpeedVac concentrator; non-polar phase samples were evaporated over night in a fume hood. Samples were subsequently kept at –80 °C prior to sample preparation and analysis by NMR.

### Sample preparation for NMR

Medium samples or bone marrow extracellular fluid samples were mixed with a D_2_O phosphate buffer containing TMSP ((3-trimethylsilyl)propionic-(2,2,3,3-d_4_)-acid sodium salt) and NaN3 to obtain a final concentration of 0.1 M phosphate, 0.5 mM TMSP ((3-trimethylsilyl)propionic-(2,2,3,3-d_4_)-acid sodium salt) and 1.5 mM NaN3 (all from Sigma). Samples were subsequently transferred to 3 mm NMR tubes. No sample derivation is required to detect acetate by NMR.

Dried polar extracts for tracer-based NMR experiments were reconstituted in 50 μL of 0.1 M phosphate buffer in 100% D_2_O with 3 mM NaN_3_ and 0.5 mM TMSP. Samples were sonicated for 10 min and transferred to 1.7 mm NMR tubes using a micro pipet system. Samples were prepared freshly before the acquisition.

Dried non-polar extracts for tracer-based NMR experiments were reconstituted in in CDCl_3_ (1% TMSP) and transfer into 5 mm NMR tubes. Samples were prepared freshly before the acquisition.

### NMR acquisition and analysis

All NMR data were acquired on Bruker 600MHz spectrometers equipped with Avance-III consoles using cooled Bruker SampleJet autosamplers. For media samples, a 5 mm triple resonance cryoprobe (TCI) z-axis pulsed field gradient (PFG) cryogenic probe was used, and for cell extracts, a TCI 1.7 mm z-PFG cryogenic probe was used. Probes were equipped with a cooled SampleJet autosampler (Bruker) and automated tuning and matching.

For medium samples, spectra were acquired at 300 K using a 1D ^1^H-NOESY (Nuclear Overhauser effect spectroscopy) pulse sequence with pre-saturation water suppression (noesygppr1d, standard pulse sequence from Bruker). The spectral width was 12 ppm, the number of data points was TD 32,768, the interscan delay was 4 s. The ^1^H carrier was set on the water frequency and the ^1^H 90° pulse was calibrated at a power of 0.256 W and had a typical length of ca 7–8 μs. 64 scans and 8 dummy scans were acquired and the total experimental time was 7.5 min. Spectra were processed using the MetaboLab (Ludwig and Günther, 2011) software within the MATLAB environment (MathWorks). A 0.3 Hz exponential apodization function was applied to FIDs followed by zero-filling to 131,072 data points prior to Fourier transformation. The chemical shift was calibrated by referencing the TMSP signal to 0 ppm and spectra were manually phase corrected. The baseline was corrected by applying a spline baseline correction, the water and edge regions of the spectra were excluded before scaling the spectra using a probabilistic quotient normalization (PQN). Chenomx 7.0 software (Chenomx Inc) and the human metabolome database (HMDB) were used to assign the metabolites present in the acquired spectra. Metabolite signal intensities were obtained directly from the spectra and were normalised to a control medium sample obtained at time 0 hr. For bone marrow extracellular fluid samples, metabolite signal areas were obtained directly from the spectra.

For ^13^C-filtered ^1^H-NMR experiments, [U-^13^C]glucose labelled medium samples were analysed with ^13^C-filtered ^1^H-NMR spectroscopy as described in Reed et al., 2019. Spectra were acquired at 300 K using a double gradient BIRD filter pulse sequence developed in-house (Reed et al., 2019). A pulse program combining the ^1^H[^12^C] and the all-^1^H experiments in scan-interleaved mode was used. The difference between the two FIDs yields the ^1^H[^13^C] signal. The spectral width was 12 ppm, the number of data points was 16,384, and the relaxation delay was 5.3 s. 256 scans with 64 dummy scans were acquired and the experimental time was 15 min. ^13^C-filtered ^1^H-NMR spectra were processed in Topspin 4.0.5 (Bruker). Spectra were zero filled to 32,768 data points before Fourier transformation. Phase correction was applied to the ^1^H[-^12^ C] and the all-^1^H spectra and the difference ^1^H[^13^C] spectrum was obtained by aligning on chemical shift. Metabolites were selected in the ^1^H[^13^C] spectrum and integrated in all the spectra (^1^H[^12^C], ^1^H[^13^C] and all-^1^H). Label incorporations (^13^C percentages) were calculated by dividing the signal areas obtained in the ^1^H[^13^C] spectrum by the ones obtained in the all-^1^H spectrum.

For ^1^H-^13^C-HSQC experiments, spectra were acquired using a modified version of Bruker’s hsqcgphprsp pulse program, with additional gradient pulses during the INEPT echo periods and using soft 180° pulses for ^13^C. For the ^1^H dimension, the spectral width was 13.018 ppm with 2048 complex points as described by Saborano et al., 2019. For the ^13^C dimension, the spectral width was 160 ppm with 2048 complex points. Two scans were acquired per spectrum and with an interscan delay of 1.5 s. Non-uniform sampling (NUS) with a 25% sampling schedule (generated using the Wagner’s schedule generator (Gerhard Wagner Lab, Harvard Medical School) with a tolerance of 0.01 and default values for the other parameters) was used with 4096 increments yielding 8192 complex points after processing. The total experimental time was 4 hr. Spectra were processed and phased with NMRPipe (National Institute of Standards and Technology of the U.S.; Appendix 8.1). MetaboLab was used to reference the chemical shift using the signal for the methyl group of L-lactic acid, at 1.31/22.9 ppm in the ^1^H and ^13^C dimensions, respectively. Identification of metabolites in 2D spectra was carried out using the MetaboLab software which includes a chemical shift library for ca. 200 metabolites. Intensities were obtained from signals in the spectra and were corrected for differences in cell numbers contributing to the sample as follows: A ^1^H-NMR spectrum was acquired for each sample and the total metabolite area of this spectrum after removal of the water and TMSP reference signal was calculated in MetaboLab. The intensities in the 2D spectra were then divided by the total metabolite area of the corresponding ^1^H-NMR spectrum. To obtain the % of ^13^C in a metabolite, the normalized intensity of a certain carbon in the labelled sample was divided by the normalized intensity of the same carbon in the unlabelled sample and was multiplied by the natural abundance of ^13^C (1.1%).

To determine the ^13^C-label incorporation in lipids, 1D ^1^H spectra (zgpr, standard pulse sequence from Bruker) were acquired on a Bruker 600MHz spectrometer equipped with a 5 mm triple resonance pulse field gradient (PFG) room temperature probe at 300 K. The data was collected with a spectral width of 12 ppm, the number of data points was 32,768 and interscan delay was 4 s. The ^1^H carrier was set at 7.26 ppm corresponding to CDCl_3_. The spectra were processed and analyzed using Bruker Topspin. A 0.3 Hz exponential apodization function was applied to FIDs followed by zero-filling to 131,072 data points prior to Fourier transformation. The chemical shift was calibrated by referencing the TMSP signal to 0 ppm and spectra were manually phase corrected. The baseline was corrected by applying a spline baseline correction.

### RNA extraction and sequencing

MS-5 cells were cultured alone or in co-culture with SKM-1 cells for 24 hr. Cells were separated and washed with PBS prior to RNA extraction with TRIzol (Gibco) according to the manufacturer’s protocol. RNA was purified with RNeasy Plus Micro kit. Samples were sent to Theragenetex to be sequenced with Novaseq 150 bp PE with 40 M reads.

### Real-time PCR

Samples of RNA from SKM-1 and MS-5 co-cultures were collected and extracted using Trizol (Invitrogen) following manufacturer’s protocol. cDNA was synthesized using the M-MLV reverse transcriptase (Promega) according to manufacturer’s instructions. For gene expression analysis, qRT-PCR of *Hk2* (NM_013820), *Pdhx* (NM_175094), *Pdk1* (NM_172665), and *Pdk2* (NM_133667; all KiCqStart primers KSPQ12012, Sigma Aldrich) were carried out using the SYBRGreen Master mix (Thermo Fisher Scientific) and qRT-PCR of *B2m* (NM_009735.3, TaqMan assays, Thermo Fisher Scientific) was performed using TaqMan PCR Master Mix (Thermo Fisher Scientific). Reactions were performed in a Stratagene Mx3000P and were run in triplicate. Relative gene expression was calculated following the 2^-ΔΔCt^ method relative to the expression of *B2m*.

### RNA sequencing

RNA samples of MS-5 cells cultured alone and in co-culture with SKM-1 cells extracted using Trizol were purified using the Rneasy Plus Micro kit (Qiagen) according to manufacturer’s protocol. Transcriptome analysis was performed by Theragen Etex Co., LTD. (https://www.theragenetex.net). cDNA libraries were prepared with the TruSeq Stranded mRNA Sample Prep Kit (Illumina) and RNA sequencing was performed in a HiSeq2500 platform (Illumina). Quality control metrics were obtained with FastQC 0.11.7 software (Babraham Bioinformatics). To quantify transcript abundances using the Kallisto 0.43.0 software (Patcher Lab), read counts were aligned to the GRCm38 mouse reference genome cDNA index (Ensembl rel.67). Gene-level differential expression analysis was carried out with the R statistical package Sleuth 0.30.0 comparing the expression of cells cultured alone vs co-culture. Differentially expressed genes were calculated using the Wald statistical test, correcting for multiple testing with the Benjamin-Hochberg method. The false discovery rate (FDR) threshold was set at 1% (q-values <0.01). Ensembl gene transcripts were annotated to Entrez IDs and official gene symbols with the R statistical package BioMart 2.40.3. To normalise for sequencing depth and gene length, transcripts per million (TPM) expression values were calculated. Gene Set Enrichment Analysis (GSEA) was performed with the R statistical package fgsea 1.10.0. The collection of hallmark gene sets from the Molecular Signature Database was used for the GSEA, setting the FDR threshold at 5%. Data was deposited in GEO (GSE163478).

scRNA-seq data generated by Baryawno et al., 2019 can be found in GEO (GSE128423, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128423).

## Data Availability

RNA-seq data has been deposited in GEO under accession number GSE163478. All data generated or analysed during this study are included in the manuscript and supporting file; Source Data files have been provided for all figures. Information about AML patient samples obtained from Martini Hospital (UMCG) (Netherlands) and University Hospital Birmingham NHS Foundation Trust, University of Birmingham (UK) have been provided in Supplementary file 1. Source of mice used can be found in Material and methods. The following dataset was generated: Vilaplana-LoperaN 2021Crosstalk between AML and stromal cells triggers acetate secretion through the metabolic rewiring of stromal cellsNCBI Gene Expression OmnibusGSE16347810.7554/eLife.75908PMC947749336052997 The following previously published dataset was used: BaryawnoN PrzybylskiD 2019A cellular taxonomy of the bone marrow stroma in homeostasis and leukemia demonstrates cancer-crosstalk with stroma to impair normal tissue functionNCBI Gene Expression OmnibusGSE12842310.1016/j.cell.2019.04.040PMC657056231130381

# Supplementary material for: Crosstalk between AML and stromal cells triggers acetate secretion through the metabolic rewiring of stromal cells
**Source:** eLife. 2022 Sep 2;11:e75908. doi: 10.7554/eLife.75908
**Supplement:** Supplementary file 1. — Table shows information regarding the type of AML, karyotype and additional mutation and risk of the different AML patient samples used during this study.

**Supplementary File 1. Primary AML samples’ additional information**

# Supplementary material for: Crosstalk between AML and stromal cells triggers acetate secretion through the metabolic rewiring of stromal cells
**Source:** eLife. 2022 Sep 2;11:e75908. doi: 10.7554/eLife.75908
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Key Resources Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Key Resources Table and material and Methods section |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | Gender was collected and indicated in Supplementary File 1. |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Included under In vivo experiments, pharmacological treatments (Materials and Methods) |  |
| Randomisation | Included under In vivo experiments, pharmacological treatments (Materials and Methods) |  |
| Blinding | Not done. Explanation in materials and methods |  |
| Inclusion/exclusion criteria | Included under In vivo experiments, pharmacological treatments (Materials and Methods) |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Stated in Figure legends |  |
| Define whether data describe technical or biological replicates. | Stated in Figure legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Under Primary patient samples (material and methods section) |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Under In vivo experiments  (material and methods section) |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Indicated in Figure Legend and Source Data |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). |  | N/A |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Indicated under RNA seq In materials and methods section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Indicated under RNA seq In materials and methods section |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Webpage links provided in Key resources table |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Provided in Key resources table |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | ARRIVE Guidelines were followed but no checklist provided.  See Material and Methods, in vivo experiments. |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

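RNA-seq was done on MS-5 cells cultured alone and on MS-5 cells co-cultured with SKM-1 cells for 24 hr, with 3 libraries of each. The 6 libraries were assigned to these groups and to replicate numbers from the sample labels, which match the MO and MC names of the paper's PCA plot.

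The authors quantified paired reads with Kallisto against a mouse cDNA index and deposited, for each transcript, an estimated count and its length, with no normalization of the estimated counts between libraries. The authors' TPM values, also deposited, are the estimated counts divided by effective length and scaled to the same total in each library. The deposited length and effective length of each transcript, in bases, were used only for a length correction. The index held mouse transcripts, so that a read of human RNA could be counted only where it resembled a mouse transcript. No filter had been applied, and replicates were not pooled. The methods name GRCm38 with an Ensembl release for the index, and 116728 of 118489 transcript identifiers matched GENCODE M21 (GRCm38) with the same version and length. The other 1761 were left out. Coordinates are those of GENCODE M21.

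Estimated counts were summed per gene and rounded to whole numbers. Genes were filtered with edgeR's filterByExpr, which left 13221 of the 35968 genes that have a transcript in the deposited files, and normalized by TMM, with factors from 0.923 to 1.17. Co-culture was compared with MS-5 only by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.1. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene sets were tested with fgsea 1.28.0 on its Reactome sets, with 10000 gene permutations and an adjusted p-value threshold of 0.05. Principal components were computed on log2 CPM with a prior count of 2, centred and not scaled. CPM values are normalized by TMM.

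Total estimated counts ranged from 23978881 to 27182453 in MS-5 only (median 27134267) and from 26258451 to 35694987 in co-culture (median 29442798). Genes with few counts, such as Gja5, Gjb5, Pfkfb3 and Slc2a4, are measured with large counting error at this depth, and with 3 libraries per group the spread between libraries sets the limit for the others.

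The tests were tried on simulated counts for the 13221 genes, each gene drawn independently. The draws used the libraries' mean levels and sizes and the dispersion trend over expression. In 200 genes a log2 fold change of 2 in either direction was set. No component shared by MO2 and MC3 and no excess in MC2 was simulated, so recovery and false calls may differ in the real libraries. EdgeR recovered 165 of the 200 genes (82.5%) with 14 false calls among 179, DESeq2 recovered 166 with 56 false calls among 222, and limma recovered 164 with 20 false calls among 184. A simulated set of 30 raised genes had a normalized enrichment score of 2.95 in fgsea on 13221 simulated gene statistics, and a random set had -0.838.

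The alternatives, chosen before the data were examined, were DESeq2's size factors or library size in place of TMM, DESeq2's Wald test (DESeq2 1.42.0, without independent filtering), limma (limma 3.58.1) on log2(TPM + 0.5) with pseudocounts of 0.1 and 1 for named genes, an effective length offset, a filter of at least 5 counts in 3 libraries, no filter, the replicate number as a block, a covariate for MO2 and MC3, each library left out in turn, and thresholds of 0.05 and 0.01. The covariate was taken from the paper's PCA plot, where MO2 and MC3 lie apart from the other 4 libraries. The pairing behind the block comes from the replicate numbers in the labels. For gene sets, ranking by log2 fold change and limma's camera were also tried. One alternative was added after the values were seen, which leaves out genes with an excess in MC2 over 3 times that in MC1 and MC3.

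The genes named in the text were fixed beforehand as those the paper names for the MS-5 transcriptome, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes past the threshold whose groups did not overlap. Leukocyte and stromal marker genes were listed before the data were examined. Lists of hypoxia-inducible factor and NRF2 targets were written before the values of those genes were seen. Sleuth, which the paper used for its differential expression, and the hallmark gene sets were not used here. Some results are not reported here. The NMR, flow cytometry, qPCR and mouse experiments were not analysed here.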

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

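The tests in the next paragraphs were chosen after the pattern of MC2 had been seen, on marker genes listed before the data were examined and on targets of hypoxia-inducible factors listed before their values were seen. The tests on markers and on scaling of MC2 were also chosen with the counts and ratios they use already known.

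Of 30 listed leukocyte marker genes, 21 were tested and 10 were higher in co-culture by edgeR's quasi-likelihood test (adjusted p-value under 0.1), with 0 lower. Spi1 had 4, 15 and 8 counts in MS-5 only and 273, 1357 and 353 in MC1, MC2 and MC3, a log2 fold change of 6.18 (adjusted p = 0.0734, higher in 3 of 3 co-culture libraries). Ikzf1 was at least 45.2-fold and Vav1 at least 23.5-fold higher, taking the floor as 3 counts in MS-5 only. Plek, also past the threshold, had 82, 137 and 45 counts in MS-5 only (log2 fold change 2.39, adjusted p = 0.0874, higher in 3 of 3 co-culture libraries). The markers tested that did not pass included Mpo (log2 fold change 4.74, adjusted p = 0.121, higher in 3 of 3 co-culture libraries), Cd53 (log2 fold change -0.11) and Arhgdib (log2 fold change -0.16). These markers were picked from the list after their values were seen. Of the listed stromal markers tested, 0 passed.

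A second signal was the number of genes higher in co-culture whose excess lay mostly in MC2. In 373 of the 491 genes, the excess in MC2 was over 3 times the mean excess in MC1 and MC3, and 254 of the 373 are processed pseudogenes. These 373 genes took 0.00768% of normalized counts in MS-5 only, 0.170% in MC1, 1.06% in MC2 and 0.135% in MC3.

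A candidate explanation is RNA of residual SKM-1 cells, which are human, counted on mouse transcripts it resembles, with more of it in MC2. Of the 10 leukocyte markers past the threshold, 9 had an excess in MC2 over 3 times that in MC1 and MC3, and so did 75.7% of the other 481 genes higher in co-culture (Fisher's exact test, two-sided, p = 0.464). With all 10 markers the same Fisher's exact test would have given p = 0.127, so this count can tell nothing for or against RNA of SKM-1 cells counted on mouse transcripts. Processed pseudogenes made up 68.1% of the 373 genes and 0.847% of the other 118 genes higher in co-culture (Fisher's exact test, two-sided, p = 8.85e-45), against 6.03% of all genes tested, as reads of another species landing on near-identical gene copies would give. Genes are not independent, so this p describes the gene lists and not the cultures. Normalization or depth of MC2 was also tested. The median CPM ratio of MC2 to the mean of MC1 and MC3 over all genes tested was 1.02, which TMM normalization sets near 1 in advance, so it was not used as the test. One scaling factor for MC2 moves its genes alike, and the median ratio of excesses was 0.759 in the 15 listed targets of hypoxia-inducible factors with a positive log2 fold change, against 6.70 in the 373 genes. A scaling factor alone therefore does not account for the 373 genes. Expression of these genes by MS-5 cells, or uptake of RNA from SKM-1 cells, was not tested and cannot be told apart from carry-over of cells with estimated counts on mouse transcripts alone.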

How the results depend on the processing

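With all 6 libraries and the threshold of 0.1, 579 genes passed, 491 higher and 88 lower (84.8% higher). DESeq2's size factors gave 579 (500 and 79), library size alone 536 (434 and 102), and a filter of at least 5 counts in 3 libraries 601 (518 and 83). DESeq2's Wald test gave 1278 genes (918 higher and 360 lower, 71.8% higher), which included all 579. Limma on log2(TPM + 0.5) gave 356 (339 and 17, 95.2% higher), of which 288 were shared. The effective length offset gave 490 genes, with 44 lower, and no filter gave 704, with 51 lower. With the replicate block 444 passed, with 1 lower (99.8% higher). The covariate for MO2 and MC3 gave 3999 genes (1835 and 2164, 45.9% higher), including all 579. Thresholds of 0.05 and 0.01 left 2 genes (2 higher and 0 lower) and 0 genes, while 1885 had an unadjusted p under 0.05. The causes were not tested.

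Across the 6 fits that each left out one library, the count ran from 0 to 549 genes, from 0 to 523 higher and from 0 to 26 lower. It was 0 whenever an MS-5 only library was left out, with 1478, 2820 and 1578 genes at an unadjusted p under 0.05. With genes whose excess in MC2 was over 3 times that in MC1 and MC3 left out of the counts, a choice made after seeing the data, 206 genes remained, of which 118 were higher.

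Of the glycolysis genes of Figure 3C, 4 were past the threshold and higher. Library size alone gave 7, DESeq2's Wald test 8, limma 10, the covariate for MO2 and MC3 14, and thresholds of 0.05 and 0.01 gave 0. Leaving out one library gave from 0 to 7. Of the pyruvate genes 1 was past the threshold, against 2 with library size alone, 5 with DESeq2's Wald test, 2 with limma, 11 with the covariate and 0 at 0.01, and from 0 to 2 with one library left out. The count of gap junction genes, over Gja1, Gja5, Gjb5 and Gjc1, was 0 under every one of these settings. The causes were not tested.

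The glycolysis gene set kept its direction and an adjusted p-value under 0.05 in every setting run, with normalized enrichment scores from 1.96 to 2.74. The reactive oxygen species set passed in none. Its normalized enrichment score of 0.98 turned to -0.60 with the covariate, and ran from -0.83 without MS-5 only replicate 2 to 1.68 without MS-5 co-culture replicate 3 across the fits that left out one library. The first principal component held 64.0% of the variance, 47.0% on log2(TPM + 0.5), 93.0% over the 500 most variable genes and 62.1% with the filter of 5 counts.

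Among the named genes, those that changed sign had log2 fold changes near 0. Gpt (0.0043) was -0.17 with limma on log2(TPM + 0.5), -0.18 and -0.15 with pseudocounts of 0.1 and 1, -0.26 with the length offset, -0.0057 with library size alone, -0.0086 with the filter of 5 counts, and -0.27 as a ratio of mean TPM. Pdp2 (0.014) was -0.0082 with library size alone and -0.030 as a ratio of mean TPM. With one library left out, log2 fold changes ran from -0.39 to 0.53 for Gpt, -0.083 to 0.11 for Pdp2, -0.087 to 0.30 for Pdp1, -0.34 to 0.14 for Eno3, -0.15 to 0.040 for Dlat, -0.16 to 0.0013 for Pcx and -0.095 to 0.33 for B2m. The 15 named genes past the threshold kept their sign in all 266 values under alternatives and fell short of the threshold in 100 of them, 64 of which left out one library. Elsewhere 64 values of other named genes came past the threshold and 2 ratios of mean TPM moved by more than the spread of libraries.

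In other splits of the 6 libraries into 3 and 3, the number of genes past the threshold was 0 in each of the 9 other splits, with 10 to 2561 genes at an unadjusted p under 0.05. The real split parts all same-numbered libraries, as 3 of the other splits do, while the remaining 6 keep 2 such pairs together. Among these 4 splits, 1 (the real one) gave as many genes, as many higher, as many lower, as many glycolysis genes higher and as many pyruvate genes past the threshold, and 1 gave as large a glycolysis score. All 4 gave as many gap junction genes (0), and 3 gave as large a score for the reactive oxygen species set. Over all 10 splits, 2 gave as large a glycolysis score. So few splits cannot give a share under 0.05.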

Differences from the paper's values

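The paper's 587 differentially expressed genes, 476 upregulated and 111 downregulated, stand beside 579, 491 and 88 here, within 1.5 times of each other. The paper's counts are from Sleuth and those here from edgeR. The lists of genes were not compared, so similar counts do not show that the same genes passed. Of the 38 genes of Figures 3C and 5A that were compared, 4 had a log2 fold change that differed from the paper's by more than the spread between libraries or in sign.

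For Eno2 the log2 fold change was 5.18 against the paper's 2.16. None of the alternatives set before the data were examined closed the gap, and the nearest was 3.66 without MS-5 co-culture replicate 2. For Aldoa it was 1.23 against the paper's -0.00225, and none of the alternatives closed the gap. The annotation has a second Aldoa gene, not an alternative set before the data were examined but seen afterwards, whose log2 fold change was -0.05. For Gjc1 it was -0.12 against the paper's -0.0268. The log2 ratio of mean TPM (-0.07) was within the spread of the libraries, and none of the other alternatives was. For Gpt it was 0.0043 against the paper's -0.209. Library size alone, limma on log2(TPM + 0.5) and with pseudocounts of 0.1 and 1, the effective length offset, the filter of at least 5 counts in 3 libraries, the log2 ratio of mean TPM and the fits without MS-5 only replicate 1, MS-5 only replicate 3 or MS-5 co-culture replicate 3 were within the spread of the libraries, and the other alternatives were not.

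The paper's PCA plot (Figure 3—figure supplement 1A) has MO2 and MC3 apart from the other libraries along its first component. Here they lay apart along the second, and the first parted the groups. The paper reports a positive enrichment of a reactive oxygen species hallmark set, while the Reactome set of detoxification of reactive oxygen species had a normalized enrichment score of 0.98 (adjusted p = 0.631 by fgsea's permutation test); the sets differ in their genes. The paper's methods and heat map legend give a threshold of 0.01, at which 0 genes passed here with edgeR. DESeq2's Wald test called 755 genes at 0.01, no filter 3, the replicate block 20, the covariate for MO2 and MC3 25, and the fit without MS-5 co-culture replicate 2 called 2.

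The paper describes most glycolysis genes as upregulated, where 4 of 17 passed the threshold of 0.1. The settings that called more of them were the covariate for MO2 and MC3 (14), limma on log2(TPM + 0.5) (10), DESeq2's Wald test (8), library size alone (7), the fit without MS-5 co-culture replicate 3 (7), and DESeq2's size factors and no filter (5 each). Among those also called by limma were Eno1, Eno1b and Pgk1, and Pkm was called by limma with a pseudocount of 0.1. Slc2a4 and Pfkfb3 passed in no setting. The paper describes Pdk2, Pdk4, Acss2, Acss3 and Ldha as upregulated, and these were positive but not past the threshold. With the covariate, Pdk2, Pdk4, Acss2 and Ldha passed. DESeq2's Wald test called Pdk2, Acss2 and Ldha, limma with each pseudocount called Ldha, and library size alone and the fit without MS-5 co-culture replicate 3 called Acss2. Acss3 passed in no setting. The paper describes genes of pyruvate conversion to acetyl-CoA as downregulated. It then describes Mpc1, Mpc2, Pdha1, Pdhb and Pdhx as mostly unaltered or slightly lower. Of these, Pdhx was called by the covariate and DESeq2's Wald test, and the others by the covariate. Dld, Dlat, Pdp1 and Pdp2 are in Figure 3C but are not named in the paper's text. Dld was called by the covariate, and Dlat, Pdp1 and Pdp2 by no setting. Gja5 and Gjb5, which the paper describes as upregulated, were positive and did not pass in any setting.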

Other observations

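The tests on library size and on RNA of SKM-1 cells in this part were chosen after the result was seen.

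MO2 and MC3 lay apart from the other 4 libraries on the second principal component, and their deviations from the other libraries of their group correlated with each other (Spearman's rho 0.787 across genes, which are not independent replicates). The deviations correlated with transcript length, with a rho of 0.40 for MO2 and 0.45 for MC3. With GC content they were -0.0988 and -0.109, too small to set GC content apart from no effect. Library size was not a match, as the total count of MO2 and of MC3 each ranked 2 of 3 in its group. A candidate explanation is a difference in RNA integrity or library preparation that favours long transcripts in these libraries, which were 1 of each group. No batch is named in the labels or the text of the paper, and no biological explanation was tested.

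The paper's discussion lists hypoxia among the hallmark gene sets of MS-5 cells in co-culture. The glycolysis genes of Figure 3C rose in co-culture together with other targets of hypoxia-inducible factors. Of 18 listed targets that are not among the genes of Figure 3C, 10 were past the threshold and higher in co-culture by edgeR's quasi-likelihood test (adjusted p-value under 0.1), and 0 were lower. Bnip3 changed by 2.68 on the log2 scale (standard error 0.19, adjusted p = 0.0269), and the other 9 were Ankrd37, Egln1, Ndrg1, P4ha1, Mxi1, Adm, Ddit4, Plod2 and Ero1l, each higher in 3 of 3 co-culture libraries. In 14 of the 17 targets tested the co-culture libraries lay above all MS-5 only libraries, where chance gives 5% of genes in one direction. Bnip3 was singled out after its values were seen. Car9 and Pfkfb4 were not past the threshold, with negative log2 fold changes, and Egln3 failed the filter on low counts. With the covariate for MO2 and MC3, 15 of the 17 were past the threshold and higher, and with the replicate block 4 were (Bnip3, Mxi1, Ddit4 and Ankrd37, named after their values were seen). The median log2 fold change of 0.93 had a percentile of 100 among 10000 random lists matched on expression. RNA of SKM-1 cells counted on mouse transcripts was looked for through the excess in MC2. That this excess marks such RNA is itself only a candidate explanation. The counts that follow therefore show which genes share the pattern of MC2, and cannot rule such RNA in or out. Of the 10 targets, 0 had an excess in MC2 over 3 times that in MC1 and MC3, and of the 16 glycolysis genes with a positive log2 fold change 3 did (Eno2, Slc2a4 and Pfkfb3, named after their values were seen). The Reactome sets on hypoxia did not pass. The first had the same size and score as the set on regulation of hypoxia-inducible factor by oxygen, and the second is on its hydroxylation. These sets concern control of the factor and not its targets, so they cannot tell for or against a rise of the targets. Cellular response to hypoxia (19 genes) had a normalized enrichment score of 0.96 (adjusted p = 0.655 from fgsea's permutation test) and Oxygen-dependent proline hydroxylation of Hypoxia-inducible Factor Alpha (15 genes) had 1.07 (adjusted p = 0.522), and with the covariate for MO2 and MC3 the scores were 1.21 (adjusted p = 0.321) and 1.32 (adjusted p = 0.228). That a response to low oxygen may contribute to the rise of glycolysis genes is a hypothesis found and tested on the same data, and it rests on the listed targets alone. Oxygen was not measured in these cultures as far as the paper's text states, other routes to activation of hypoxia-inducible factors and an effect of transcript length or GC content on these targets were not tested, and the 4 comparable splits of the libraries cannot give a share under 0.05.

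An antioxidant response was tested through NRF2 targets, as a hypothesis on reactive oxygen species reaching MS-5 cells. Of 13 listed NRF2 targets, 1 (Hmox1, log2 fold change 0.62, standard error 0.14, adjusted p = 0.0915 from edgeR's quasi-likelihood test) was past the threshold and higher. The log2 fold change was negative in 10, with a median of -0.14 (percentile 12.1 among the random lists). With the covariate for MO2 and MC3, 1 was past the threshold and higher and 4 were lower, and with the replicate block Hmox1 was no longer past it. A general rise of NRF2 targets at 24 hr was not seen in these libraries, which does not bear on reactive oxygen species at other times.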
